# The ER-associated degradation adaptor SEL1L is dispensable for ER homeostasis and the differentiation of spermatogenic cells

**DOI:** 10.1016/j.jbc.2025.110283

**Published:** 2025-05-22

**Authors:** Nusrat Jahan Tushi, Zhibing Zhang, Shengyi Sun

**Keywords:** SEL1L, ERAD, sperm, spermatogenesis, spermiogenesis, endoplasmic reticulum, ER stress

## Abstract

The SEL1L-HRD1 complex is a critical component of the endoplasmic reticulum (ER)-associated protein degradation (ERAD) pathway, essential for maintaining ER homeostasis and cellular function. While the crucial roles of SEL1L and HRD1 in various physiological processes have been reported in mice and humans, their specific functions in male germ cells remain unexplored. Here, we show that, while SEL1L is highly expressed in spermatogenic cells, it is dispensable for their differentiation and ER homeostasis. SEL1L deletion in these cells does not affect sperm count, motility, male fertility, or testicular histology. Mechanistically, our data show that SEL1L loss reduces HRD1 protein levels in spermatids but unexpectedly, not in spermatocytes. Furthermore, SEL1L deficiency does not induce overt ER stress response, ER dilation, or cell death in the testes. Collectively, these findings indicate that SEL1L is not required for ER homeostasis or the differentiation of male germ cells.

The endoplasmic reticulum (ER)-associated degradation (ERAD) pathway plays a pivotal role in maintaining cellular homeostasis by identifying and degrading misfolded or damaged proteins from the ER, thereby ensuring proteostasis (1, 2). The suppressor/enhancer of Lin-12-like (SEL1L)-hydroxymethylglutaryl reductase degradation protein 1 (HRD1) complex is a central and highly conserved component of this pathway, crucial for regulating protein quality control across various tissues, including those involved in metabolism, immunity, tissue homeostasis, and hematopoietic cell differentiation (3, 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21, 22, 23, 24, 25, 26, 27). Notably, *in vivo*, SEL1L is essential for maintaining HRD1 stability and activity, especially in tissues such as the exocrine pancreas, liver, gut epithelium, and adipose tissues (12, 16, 21, 22, 23, 28). Despite the well-established importance of ERAD in cellular proteostasis, its specific role in male germ cells during spermatogenesis remains largely unexplored.

Spermatogenesis, a highly dynamic and coordinated process by which male germ cells differentiate into mature spermatozoa, is divided into three phases: (a) the mitosis phase when the spermatogonia self-renew and differentiate into spermatocytes, (b) the meiosis phase when spermatocytes undergo two meiotic divisions to form haploid round spermatids, and (c) the spermiogenesis phase when round spermatids elongate and differentiate into spermatozoa (29, 30). This complex process occurs in the seminiferous epithelium of the testicular tubules, where cohorts of differentiating germ cells progress toward the tubule lumen in a spatially and temporally synchronized manner (29, 30, 31). As a result, developing germ cells are organized into distinct, well-defined cellular associations known as the stages of the seminiferous epithelial cycle (30, 31). In mice, these stages can be categorized into 12 (I–XII) based on the dynamic morphological changes and specific cellular associations of differentiating germ cells (31).

Throughout spermatogenesis, ER proteostasis likely plays a critical role in the synthesis, folding, and quality control of various structural and signaling proteins essential for germ cell development (32, 33, 34, 35, 36, 37). Spermatocytes are highly active in RNA and protein synthesis, while round and elongated spermatids maintain tightly regulated transcription and translation to support the complex changes of spermiogenesis (38, 39). During spermiogenesis, the ER undergoes dramatic remodeling, collapsing from tubular networks into aggregates before disappearing in mature spermatozoa (40, 41). Despite previous studies, the regulation of ER homeostasis and the specific role of ERAD during spermatogenesis remain poorly understood. To explore the role of the SEL1L-HRD1 ERAD complex in this process, we investigated the role of SEL1L in male germ cells. Using a conditional *Sel1L* knockout model, we showed unexpectedly that SEL1L is dispensable for spermatogenesis and ER homeostasis in male germ cells.

## Results

### SEL1L and HRD1 proteins are highly expressed in spermatogenic cells

Both SEL1L and HRD1 proteins were abundantly expressed in the testis and other male reproductive organs, such as the epididymis and seminal vesicle, in adult mice (Fig. 1, *A* and *B*). To understand the expression of SEL1L and HRD1 proteins at different phases of spermatogenesis, we examined developing testes during postnatal Days 7 to 42, representing the first wave of spermatogenesis in mice (30, 42): at postnatal Day 7 with only spermatogonia and somatic Sertoli cells, at day 10 to 14 when meiosis begins with the accumulation of leptotene and large pachytene spermatocytes, and beyond Day 21 when round spermatids are generated and undergo elongation and differentiation (Fig. S1*A*). Both SEL1L and HRD1 protein levels increased with age in the testis during the first wave of spermatogenesis (Fig. 1, *C* and *D*). Other ER proteins, such as ER lectin OS9, inositol-requiring enzyme 1 (IRE1α), binding immunoglobulin protein (BiP), and glucose-regulated protein 94 (GRP94), exhibited similar protein expression patterns (Figs. 1, *C* and *D*, and S1, *B* and *C*). Immunofluorescent staining and confocal microscopy further confirmed that SEL1L and HRD1 protein levels in the testis increased with age between 7 and 35 days postnatally, with a high expression in spermatocytes at 14 days, and in both spermatocytes and spermatids at 35 days (Figs. 1*E* and S1*D*). In adult mice, SEL1L and HRD1 proteins were expressed in GCNA^+^ spermatogonia, spermatocytes, and lectin-PNA^+^ acrosome-containing round and elongated spermatids (Figs. 1, *F* and *G* and S1, *E* and *F*). Similarly, the ER chaperone GRP94 exhibited a comparable expression pattern across these cell types (Fig. S1*G*). Together, these results demonstrate that SEL1L-HRD1 ERAD is induced during testis development and is expressed in spermatogenic cells, indicating potential physiological functions during spermatogenesis.

**Figure 1:**
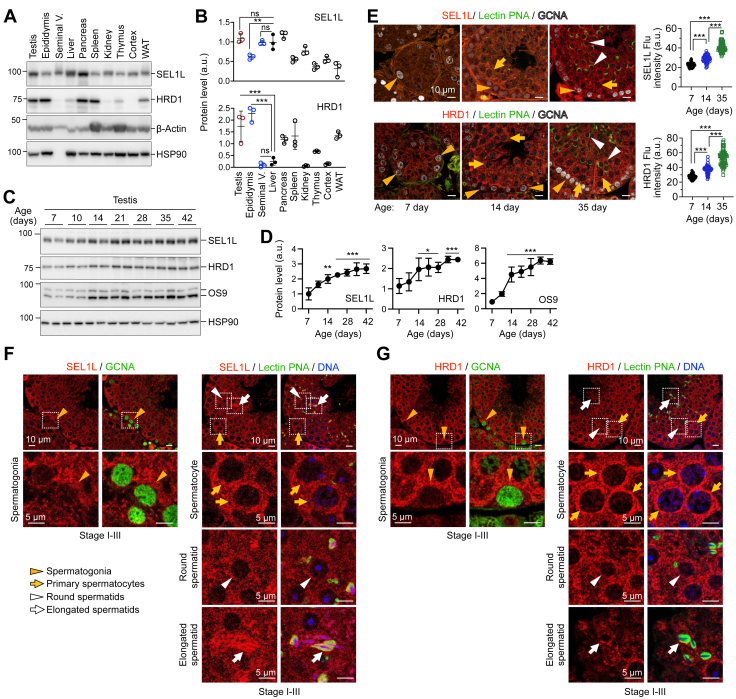
**SEL1L and HRD1 are expressed in spermatogenic cells.***A* and *B*, Western blot analysis of various tissues from 6-week-old wild-type mice, with quantitation of SEL1L and HRD1 shown in (*B*). With equal protein loading across samples, SEL1L and HRD1 quantification was not normalized due to the varying expression of housekeeping proteins β-actin and HSP90. N = 3. Values, mean ± SD. ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001; ns, not significant comparing different tissues to the liver by one-way ANOVA with Tukey multiple comparison test. *C* and *D*, Western blot analysis of testes from wild-type mice at different ages, with quantitation normalized to HSP90 shown in (*D*). N = 3. Values, mean ± SD. ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001 comparing different ages to 7 days by one-way ANOVA with Tukey multiple comparison test. *E*–*G*, immunofluorescent staining of testes from wild-type mice at 7, 14, and 35 days old (*E*) and 6 weeks old (*F* and *G*), showing the expression of SEL1L and HRD1 in various cell types as illustrated. GCNA labels spermatogonia; lectin PNA labels acrosomes in round and elongated spermatids. In (*E*), the average immunofluorescent signal intensity of SEL1L and HRD1 in individual seminiferous tubules was quantitated. 60 to 75 seminiferous tubules from three individual mice were quantitated at each age. Values, mean ± SD. ∗∗∗, *p* < 0.001 by one-way ANOVA with Tukey multiple comparison test. In (*F* and *G*), insets of higher magnification are shown below. Representative data from n = 3 in (*E*) and n = 4 in (*F* and *G*).

### Generation of male germ cell-specific *Sel1L* knockout mice

To investigate the role of SEL1L-HRD1 ERAD in male germ cells, we generated male germ cell-specific *Sel1L* knockout mice (*Sel1L*^*flox/Δ*^*; Stra8-Cre*, and *KO*^*Stra8*^) by crossing *Sel1L*^*flox/flox*^ females with transgenic male mice with an optimized variant of Cre recombinase under the control of a male germ cell-specific promoter *Stra8* (*Stra8-Cre*) (43) (Fig. 2*A*). The resulting mice were genotyped by primers to detect *Sel1L*^*flox*^, *Sel1L*^*Δ*^ (*Sel1L* deletion by spermatogenic *Stra8-Cre* expression), and *Stra8-Cre* alleles (Fig. 2, *B* and *C*). Western blot showed that SEL1L protein levels were markedly reduced by 60% in the testes of *KO*^*Stra8*^ mice compared to wildtype (*Sel1L*^*flox/+*^*, WT*^*Stra8*^) littermates, while *Sel1L* heterozygous mice (*Sel1L*^*flox/+*^*;Stra8-Cre* or *Sel1L*^*flox/Δ*^, combined as *HET*^*Stra8*^) exhibited an intermediate expression level (Fig. 2*D*). Immunofluorescent staining revealed the loss of SEL1L expression in spermatocytes, round, and elongated spermatids of *KO*^*Stra8*^ mice (Figs. 2, *E* and *F* and S2). In contrast, SEL1L expression was still observed in GCNA^+^ spermatogonia of *KO*^*Stra8*^ mice (Fig. 2*G*), in line with a previous report showing only a partial activity of *Stra8*-dirven Cre in spermatogonia (43). SEL1L expression was not affected in vimentin^+^ Sertoli cells in *KO*^*Stra8*^ mice (Figs. 2*H* and S1*D*). Together, we generated male germ cell-specific *Sel1L* knockout mice with SEL1L deficiency in spermatogenic cells.

**Figure 2:**
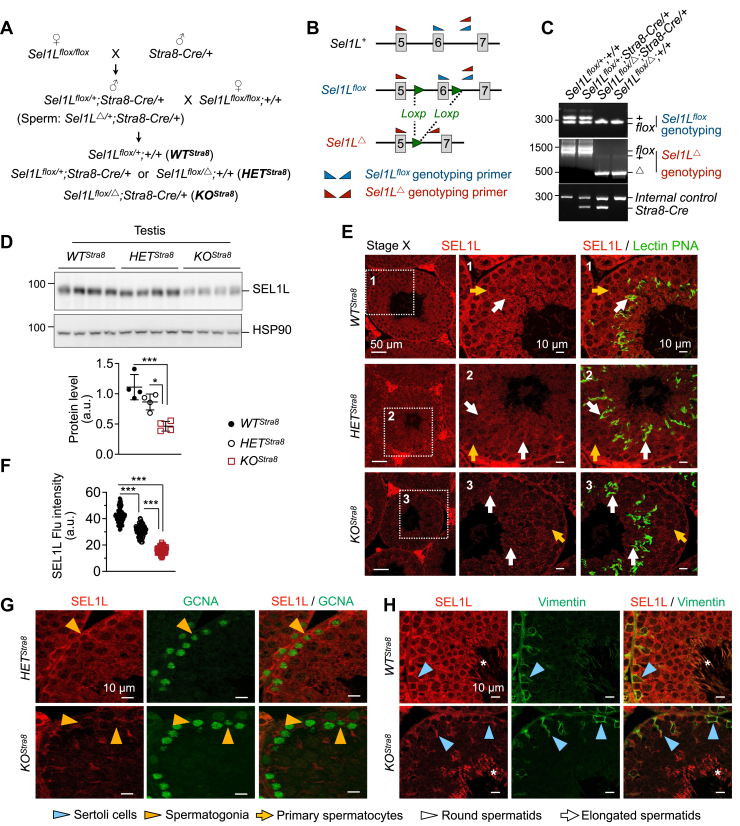
**Generation of male germ cell-specific *Sel1L* knockout mice.***A*, diagram illustrating the generation of male germ cell-specific *Sel1L* knockout mice (*KO*^*Stra8*^), wildtype (*WT*^*Stra8*^), and heterozygous (*HET*^*Stra8*^) littermates. *B*, diagram of the *Sel1L* locus with primers for genotyping illustrated. *C*, representative genotyping results. *D*, Western blot analysis of testes from 6-week-old *WT*^*Stra8*^, *HET*^*Stra8*^, and *KO*^*Stra8*^ littermates, with quantitation of SEL1L normalized to HSP90 shown below. N = 4 per cohort. *E*–*H*, immunofluorescent staining of testes from 6-week-old *WT*^*Stra8*^, *HET*^*Stra8*^, and *KO*^*Stra8*^ littermates, showing the ablation of SEL1L in spermatocytes and spermatids (*E*), but not in GCNA^+^ spermatogonia (*G*), or vimentin^+^ Sertoli cells (*H*). Insets of higher magnification are shown on the *right* in (*E*). The immunofluorescent signal intensity of SEL1L in individual seminiferous tubules is quantified in (*F*). In (*H*), ∗ indicates non-specific staining by the SEL1L antibody in spermatid flagella at stage VII-VIII. Values, mean ± SD. ∗, *p* < 0.05; ∗∗∗, *p* < 0.001 by one-way ANOVA with Tukey multiple comparison tests. Representative data from n = 4 mice per cohort.

### HRD1 is depleted in spermatids, but not spermatocytes, in *KO*^*Stra8*^ mice

We next investigated whether SEL1L is required for HRD1 expression in spermatogenic cells. In line with many other tissues (12, 14, 15, 16, 23, 25, 44, 45), Western blot analysis of total testis lysates showed that the loss of SEL1L led to reduced HRD1 protein levels by about 80% in the testes of both 7-week- and 8-month-old mice (Figs. 3*A* and S3*A*). Immunofluorescent staining revealed that, in Stage II seminiferous tubules, HRD1 protein was diminished in Step 2 round spermatids (white arrowheads) and Step 14 elongated spermatids (white arrows, Fig. 3*B*) of *KO*^*Stra8*^ mice compared to *WT*^*Stra8*^ controls. However, despite SEL1L being clearly absent in all stages of spermatogenesis in *KO*^*Stra8*^ mice (Figs. 2*E* and S2), HRD1 protein level was unaffected in pachytene spermatocytes of *KO*^*Stra8*^ mice (yellow arrows, Fig. 3*B*). Consistent observations were made in seminiferous tubules at stages VII and X, where spermatocytes were more abundant compared to those in Stage II (Fig. 3, *C* and *D*). We then examined ERAD activity in male germ cells by performing Western blot analyses of known ERAD substrates, IRE1α, OS9, and CD147 (12, 23, 46, 47) in testes of both young and old *KO*^*Stra8*^ mice. Surprisingly, the loss of SEL1L did not affect the protein levels of IRE1α, OS9, or CD147 proteins in the testes of *KO*^*Stra8*^ mice (Fig. 3*E* and S3*B*). In contrast, all three proteins were increased in *SEL1L*-deficient HEK293T cells (Fig. 3, *A* and *E*). Hence, these data suggest that SEL1L is dispensable for ERAD function in spermatogenic cells and is required for HRD1 protein stability in spermatids, but not in spermatocytes. The underlying mechanism remains unclear.

**Figure 3:**
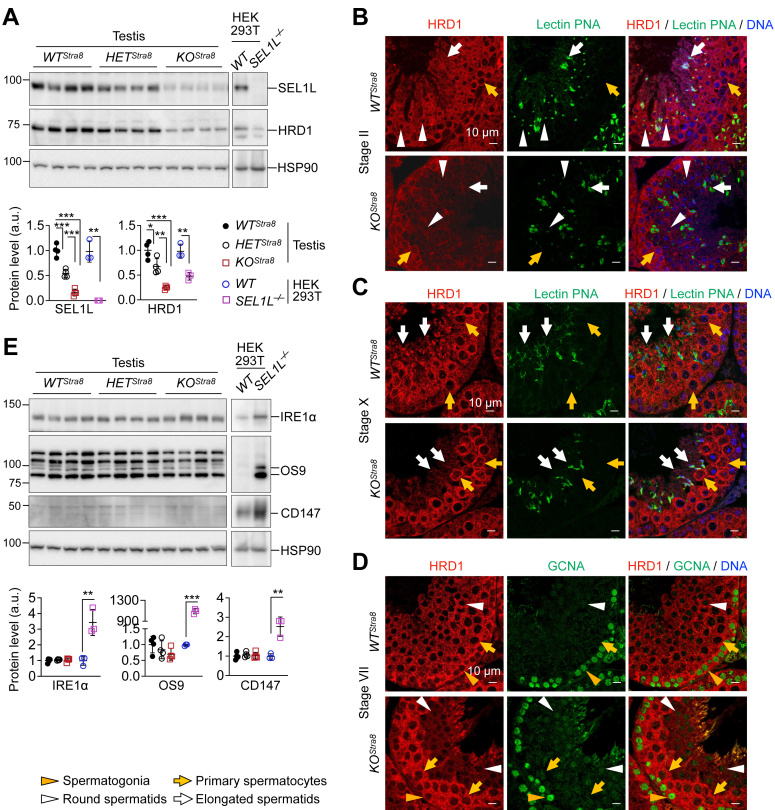
***Sel1L* ablation leads to the loss of HRD1 in spermatids, but not spermatocytes.***A*, Western blot analysis of testes from 6-week-old *WT*^*Stra8*^, *HET*^*Stra8*^, and *KO*^*Stra8*^ littermates, with quantitation of SEL1L and HRD1 normalized to HSP90 shown below. *WT* and *SEL1L*^*−/−*^ HEK293T cells were shown as controls. *B*–*D*, immunofluorescent staining of testes from 6-week-old *WT*^*Stra8*^ and *KO*^*Stra8*^ littermates, showing HRD1 expression in spermatocytes and its absence in round and elongated spermatids. Lectin PNA labels acrosomes in round and elongated spermatids; GCNA labels spermatogonia. Representative data from n = 4 mice per cohort. *E*, Western blot analysis of ERAD substrate proteins in testes from 6-week-old *WT*^*Stra8*^, *HET*^*Stra8*^, and *KO*^*Stra8*^ littermates, with quantitation normalized to HSP90 shown below. Note the accumulation of ERAD substrates in *SEL1L*^*−/−*^ HEK293T cells but not *KO*^*Stra8*^ testes. In (*A* and *E*), N = 4 for testes, n = 3 for HEK293T cells. Values, mean ± SD. ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001 by one-way ANOVA with Tukey multiple comparison tests.

### Male germ cell-specific *Sel1L* ablation does not affect fertility

*KO*^*Stra8*^ mice showed comparable growth to their *WT*^*Stra8*^ and *HET*^*Stra8*^ littermates, with no signs of physical abnormalities (Fig. 4*A*). To assess fertility, *WT*^*Stra8*^, *HET*^*Stra8*^, and *KO*^*Stra8*^ males of varying ages were bred with 2- to 4-month-old wildtype females. Fertility was comparable across *WT*^*Stra8*^, *HET*^*Stra8*^, and *KO*^*Stra8*^ males with normal-sized litters sired from 2- to 8-month-old of age (Fig. 4*B*). Testes weighed similarly among all three cohorts (Fig. 4*C*). Histological examination of different stages of the seminiferous epithelial cycle failed to generate notable differences between *KO*^*Stra8*^ and other control littermates (Fig. 4*D*). Cauda epididymis sperm number and motility, as well as the weight and morphology of epididymis and seminal vesicle, were not affected by male germ cell SEL1L deficiency either (Figs. 4, *E* and *F* and S4).

**Figure 4:**
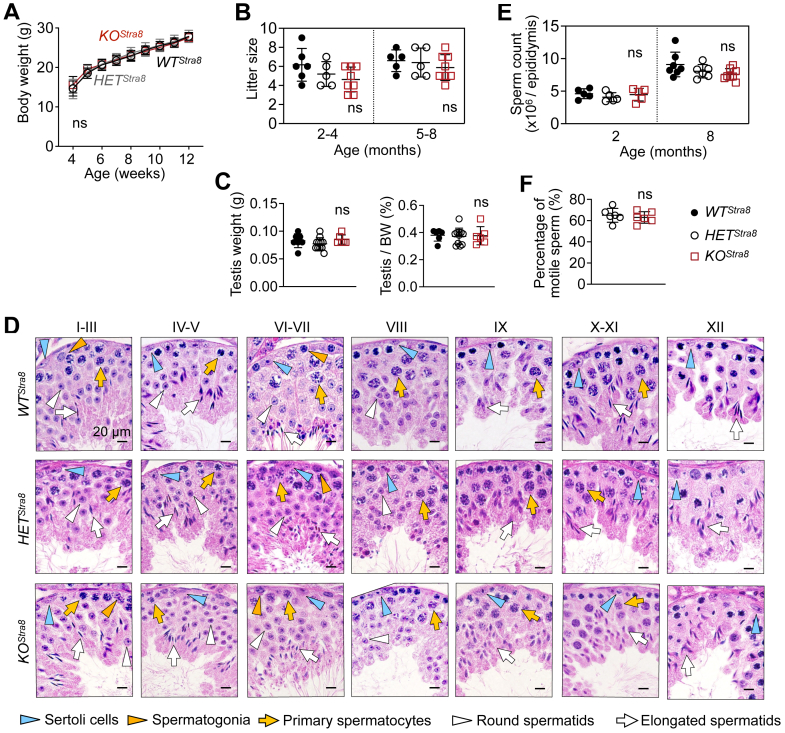
***Sel1L* deficiency in male germ cells does not affect fertility.***A*, growth curve of *WT*^*Stra8*^*, HET*^*Stra8*^, and *KO*^*Stra8*^ littermates. N = 8 per cohort. *B*, breeding test mating *WT*^*Stra8*^*, HET*^*Stra8*^, and *KO*^*Stra8*^ males of varying ages with 2- to 4-month-old wild-type females. The number of pups born per litter is shown. N = 4 for *WT*^*Stra8*^ and *HET*^*Stra8*^, n = 5 for *KO*^*Stra8*^. *C*, weight and normalized weight of testes from 6-week-old cohorts. N = 6 to 11. *D*, representative images of H&E stained testis sections from 6-week-old *WT*^*Stra8*^*, HET*^*Stra8*^, and *KO*^*Stra8*^ littermates, showing various cell types at different stages of the seminiferous epithelium cycle. Representative images from n = 4 mice per cohort. *E* and *F*, mature sperm count (*E*) and percentage of motile sperm (*F*) released from epididymis of *WT*^*Stra8*^*, HET*^*Stra8*^, and *KO*^*Stra8*^ littermates. N = 5 for 2-month cohorts, and n = 6 to 8 for 8-month cohorts in (*E*); n = 6 in (*F*). Values, mean ± SD. Ns, not significant by one-way ANOVA with Tukey multiple comparison tests in (*B*, *C*, and *E*), and by two-tailed Student’s *t* test in (*F*).

### Male germ cell-specific *Sel1L* ablation does not affect spermatogenesis

We next investigated whether SEL1L deficiency affects spermatogenesis by analyzing spermatogenic cells at specific differentiation stages using immunofluorescent staining. Throughout the seminiferous epithelial cycle, the number and distribution of GCNA^+^ spermatogonia (Fig. 5*A*), DDX4^+^ spermatocytes and round spermatids (Fig. 5*B*), and lectin-PNA^+^ round and elongated spermatids (Fig. 5*C*) were comparable between *WT*^*Stra8*^ and *KO*^*Stra8*^ cohorts. Taken together, these data suggest that SEL1L in male germ cells is dispensable for fertility and spermatogenesis.

**Figure 5:**
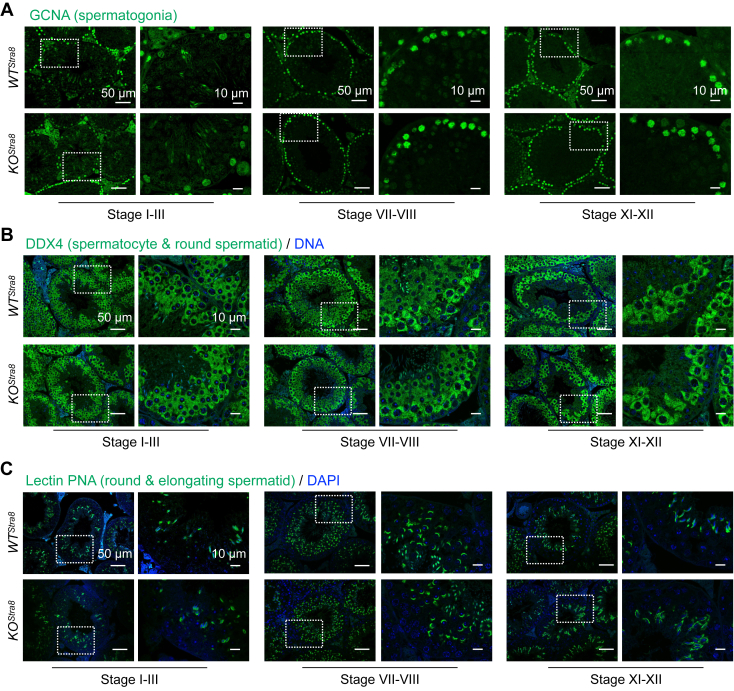
**Spermatogenesis is not affected by male germ cell-specific *Sel1L* ablation.** Immunofluorescent staining of testes from 6-week-old *WT*^*Stra8*^ and *KO*^*Stra8*^ littermates, showing (*A*) GCNA, a germ-cell specific marker. *B*, DDX4, a spermatocyte and round spermatid-specific marker. *C*, lectin PNA, a sperm acrosome marker at different stages of the seminiferous epithelium cycle. Insets of higher magnification shown on the *right*. Representative images from n = 4 mice per cohort.

### *Sel1L* ablation does not affect ER homeostasis in spermatogenic cells

The dispensable role of SEL1L in male fertility and spermatogenesis prompted us to test mechanistically whether and how SEL1L deficiency affects ER homeostasis in male germ cells. We first examined the activation of two unfolded protein response (UPR) pathways, initiated by UPR sensors IRE1α and PKR-like ER kinase (PERK). There was a very mild 2-fold increase of X box binding protein 1 (*Xbp1*) mRNA splicing in *KO*^*Stra8*^ testes compared to *WT*^*Stra8*^ and *HET*^*Stra8*^ controls, indicating a minor activation of the IRE1α pathway (Figs. 6, *A* and *B* and S5*A*). Nonetheless, the expression of ER chaperones, including *BiP*, glucose-regulated protein 58 (*Grp58*), endoplasmic reticulum DNA J domain-containing protein 4 (*Erdj4*), and *calmegin*, as well as key UPR sensors and effectors such as *Perk,* activating transcription factor 4 (*Atf6*), activating transcription factor 4 (*Atf4*), and C/EBP homologous protein (*Chop*), was unchanged in both young and old *KO*^*Stra8*^ testes compared to *WT*^*Stra8*^ and *HET*^*Stra8*^ controls (Figs. 6*B* and S5*A*). On the protein level, the total protein and phosphorylation of UPR sensor PERK were unaffected in *KO*^*Stra8*^ testes, as were its downstream effector ATF4 (Figs. 6, *C* and *D* and S5*B*). Protein levels of ER chaperones such as GRP94, BiP, protein disulfide isomerase (PDI), calnexin, and calmegin showed no significant changes in *KO*^*Stra8*^ testes (Figs. 6, *C* and *D* and S5*B*). Immunofluorescent staining revealed comparable levels of ER chaperone GRP94 in different spermatogenic cells of *HET*^*Stra8*^ and *KO*^*Stra8*^ mice (Figs. 6*E* and S5*C*). Furthermore, there was no increase in cell death in *KO*^*Stra8*^ testes as demonstrated by caspase-3 cleavage and TUNEL staining (Fig. 6, *F* and *G*). As a positive control, male germ GC4 cells treated with an ER stress inducer, tunicamycin did exhibit a strong UPR response and cell death (Fig. 6, *A* and *C*, and *F*). These data suggest a dispensable role of SEL1L in ER homeostasis during spermatogenesis.

**Figure 6:**
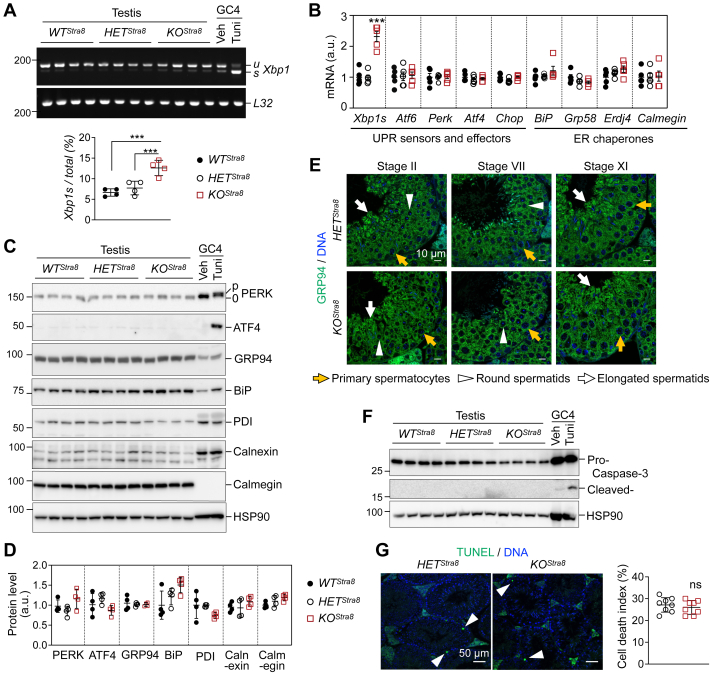
**ER homeostasis is not affected by male germ cell-specific *Sel1L* ablation.***A* and *B*, RT-PCR analysis of *Xbp1* splicing (*A*) and qPCR analysis (*B*) in testes from 6-week-old *WT*^*Stra8*^*, HET*^*Stra8*^, and *KO*^*Stra8*^ littermates. In (*A*), *u* and *s* denote unspliced and spliced *Xbp1* mRNA, respectively. Percentage of *Xbp1* splicing is quantitated below the images. Male germ GC-4 cells treated with 2 μg/ml tunicamycin (Tuni) for 4 h serve as a positive control. N = 4 in A, n = 5 in B. *C* and *D*, Western blot analysis of testes from 6-week-old *WT*^*Stra8*^*, HET*^*Stra8*^, and *KO*^*Stra8*^ littermates, with quantitation normalized to HSP90 shown in (*D*). GC-4 cells treated with 2 μg/ml tunicamycin for 4 h serve as a positive control. N = 4 per cohort. *E*, immunofluorescent staining of GRP94 in testis sections from 6-week-old *HET*^*Stra8*^ and *KO*^*Stra8*^ littermates. Representative images from n = 4 per cohort. *F*, Western blot analysis of testes from 6-week-old *WT*^*Stra8*^, *HET*^*Stra8*^, and *KO*^*Stra8*^ littermates. GC-4 cells treated with 2 μg/ml tunicamycin for 24 h serve as a positive control. *G*, TUNEL staining (*green*) with nuclei stained with DAPI in testes from 6-week-old *HET*^*Stra8*^ and *KO*^*Stra8*^ littermates. *White* arrowheads, TUNEL-positive cells. The cell death index represents the percentage of seminiferous tubules containing at least one apoptotic cell, quantified from low-magnification whole testis sections of n = 8 mice per cohort. Values, mean ± SD. ∗∗∗, *p* < 0.001; ns or not labeled, not significant by one-way ANOVA with Tukey multiple comparison tests in (*A*, *B* and *D*), and by two-tailed Student’s *t* test in (*G*).

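Testes of 3 KOStra8 and 3 HETStra8 mice at 7 weeks of age were sequenced as poly(A)+ RNA, with 1 directional library per mouse. The KOStra8 mice carry a floxed and a deleted Sel1L allele together with Stra8-Cre, a Cre recombinase driven by a male germ cell promoter. The paper combines mice with a floxed and a wild-type allele plus Stra8-Cre and mice with a floxed and a deleted allele as HETStra8. The deposited record of these libraries describes the HETStra8 mice as littermates with a floxed and a deleted allele and names no Stra8-Cre for them, without a genotype for each mouse. The authors deposited, for each mouse, the raw number of reads counted on each of 55536 Ensembl genes, without normalization. The paper's text names no aligner, counting tool or genome build for these counts, and the gene identifiers are those of GENCODE mouse release 21 on the GRCm38 genome. The counts summed to 31784316, 33838616 and 33271942 in HETStra8 mice 1 to 3, with a median of 33271942, and to 34663706, 28875108 and 36526695 in KOStra8 mice 1 to 3, with a median of 34663706. Counts were normalized with TMM factors, which lay between 0.990 and 1.01, and levels are given as CPM, the counts scaled to a common library size. After edgeR's filter on low counts, 21465 genes were compared between KOStra8 and HETStra8 testes with its two-sided quasi-likelihood F test and Benjamini-Hochberg adjustment, at the paper's cutoffs of a fold of 2 and an adjusted p of 0.01. In counts simulated from these libraries, in which 197 of 21022 genes were changed by 1.5 on the log2 scale, this test recovered 73.1% of the changed genes at that adjusted p and called 10 unchanged genes. Changes near the fold of 2 were not simulated, so this share does not apply to genes close to that cutoff. The targeted gene, Sel1l, was counted 1549, 1603 and 1413 times in HETStra8 mice 1 to 3 and 846, 636 and 741 times in KOStra8 mice 1 to 3. Fold changes followed the GC content of the genes, with a Spearman rho of −0.46 across 21457 genes, which are not independent replicates. With the GC and length trend of these libraries added to the simulated counts, the test called 26 unchanged genes. A correction for GC content and transcript length was among the alternatives, and its values are given for part of the results.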

We then performed an unbiased whole-genome RNA sequencing analysis of the testes from 7-week-old *HET*^*Stra8*^ and *KO*^*Stra8*^ mice. In total, 69 genes were upregulated by over twofolds and 28 genes were downregulated by over twofolds in the testes of *KO*^*Stra8*^ mice compared to *HET*^*Stra8*^ littermates, with adjusted *p* value <0.01 (Fig. 7*A* and Table S1). 

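Over 2-fold, 1 gene was higher and 1 gene was lower in KOStra8 testes at an adjusted p below 0.01. The gene that was higher was Ryr1 (ENSMUSG00000030592), which encodes an ER calcium channel and lies on chromosome 7 of GRCm38 from 29003344 to 29125179. Its level was 7.25 ± 1.30 CPM (SD, n = 3) in HETStra8 and 26.8 ± 5.28 CPM (SD, n = 3) in KOStra8 testes, a log2 fold change of 1.89 (SE 0.166, adjusted p = 0.00061 from edgeR's quasi-likelihood test). With each mouse left out in turn, the log2 fold change of Ryr1 stayed between 1.73 and 2.04, and the gene passed the cutoffs in all 6 comparisons. The gene that was lower was Sel1l, with a log2 fold change of −1.07 (SE 0.104, adjusted p = 0.00061 from edgeR's quasi-likelihood test). Without KOStra8 mouse 2 its adjusted p was 0.0132 and without KOStra8 mouse 3 it was 0.0120 in edgeR's test, so that 0 genes were lower over 2-fold in either comparison, while 81 and 74 were at an unadjusted p below 0.05. At an unadjusted p below 0.05, 172 genes were higher and 65 were lower over 2-fold, a cutoff added after the values were seen and the one that moved these counts most. With an unadjusted p below 0.01 in place of the adjusted one, 64 genes were higher and 18 were lower, and after the correction for GC content and transcript length, chosen together with this p after the values were seen, 27 were higher and 16 were lower. DESeq2's Wald test, which gave an adjusted p for 12238 of 35879 genes, called 5 genes higher and 1 lower at the adjusted cutoff, and 72 higher and 30 lower at an unadjusted p below 0.01. Without any filter on low counts, 22 genes were higher and 17 were lower among 35894 genes. There the p of Sel1l in edgeR's test fell from 5.7e-08 to 2.0e-22 while its SE rose from 0.104 to 0.109, so the test was more liberal. A single HETStra8 library weighed on the numbers of genes called, since without HETStra8 mouse 3 there were 42 genes higher and 2 lower. At any fold, 3 genes were higher and 1 was lower, and the further genes were Sirt2 and Rb1cc1. Sirt2 (ENSMUSG00000015149) lies on chromosome 7 from 28766735 to 28788661, and rose from 145 ± 2.85 CPM (SD, n = 3) to 229 ± 4.30 CPM (SD, n = 3), a log2 fold change of 0.66 (adjusted p = 0.00081 from edgeR's quasi-likelihood test). It passed the adjusted p in 3 of the 6 comparisons that each left out a mouse, with adjusted p-values of edgeR's test up to 0.0152. Rb1cc1 (ENSMUSG00000025907) lies on chromosome 1 from 6206197 to 6276648, and rose from 423 ± 46.7 CPM (SD, n = 3) to 707 ± 57.4 CPM (SD, n = 3), a log2 fold change of 0.74 (adjusted p = 0.0034 from edgeR's quasi-likelihood test). It passed in 2 of the 6 comparisons, and after the correction for GC content and transcript length its log2 fold change was 0.42 (adjusted p = 0.0136 from edgeR's test, between 7.1e-18 and 0.251 across the alternatives).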

Consistent with our earlier analysis, the transcripts of ER chaperones *BiP*, *Erdj4*, and *calmegin* were not affected by the loss of SEL1L in the testis, while *Sel1L* mRNA was significantly reduced (Fig. 7*A*). In addition, the expression of two ERAD-related genes, *Ube2j1* and *Rnf133*, previous implicated in spermatogenesis (48, 49), remained unchanged in the absence of SEL1L (Fig. 7*A*). Indeed, pathway analysis showed that UPR was not among the pathways that were differentially regulated (Fig. 7*B*). 

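Sel1l lies on chromosome 12 of GRCm38 from 91806043 to 91849157 (ENSMUSG00000020964), and its level was 46.4 ± 3.59 CPM (SD, n = 3) in HETStra8 and 22.2 ± 1.97 CPM (SD, n = 3) in KOStra8 testes. The KOStra8 mean was 47.7% of the HETStra8 mean, in RNA of the whole testis, which also holds cells other than germ cells. Counts per gene also do not tell transcripts of a deleted Sel1l allele from intact ones. Hspa5 (ENSMUSG00000026864), which encodes BiP, lies on chromosome 2 from 34771970 to 34777547. Its level was 544 ± 8.03 CPM (SD, n = 3) in HETStra8 and 602 ± 13.5 CPM (SD, n = 3) in KOStra8 testes, a log2 fold change of 0.15 (SE 0.0617, adjusted p = 0.367 from edgeR's quasi-likelihood test). All 3 KOStra8 mice were above all 3 HETStra8 mice for Hspa5, for which a two-sided exact permutation test gives a p of 0.1, the smallest that 3 mice against 3 allow. Dnajb9 (ENSMUSG00000014905), which encodes ERdj4, lies on chromosome 12 from 44205559 to 44210326. It was at 95.8 ± 2.43 CPM (SD, n = 3) and 102 ± 6.37 CPM (SD, n = 3), a log2 fold change of 0.09 (SE 0.0782, adjusted p = 0.673 from the same test), and the correction for GC content and transcript length changed its sign to −0.11. Clgn (ENSMUSG00000002190), which encodes calmegin, lies on chromosome 8 from 83389867 to 83428552. It was at 860 ± 69.4 CPM (SD, n = 3) and 948 ± 27.0 CPM (SD, n = 3), a log2 fold change of 0.14 (SE 0.0701, adjusted p = 0.430 from the same test). With each mouse left out in turn, the adjusted p from edgeR's test stayed between 0.149 and 0.766 for Hspa5, between 0.442 and 0.923 for Dnajb9, and between 0.0952 and 0.804 for Clgn.

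**Figure D1:**
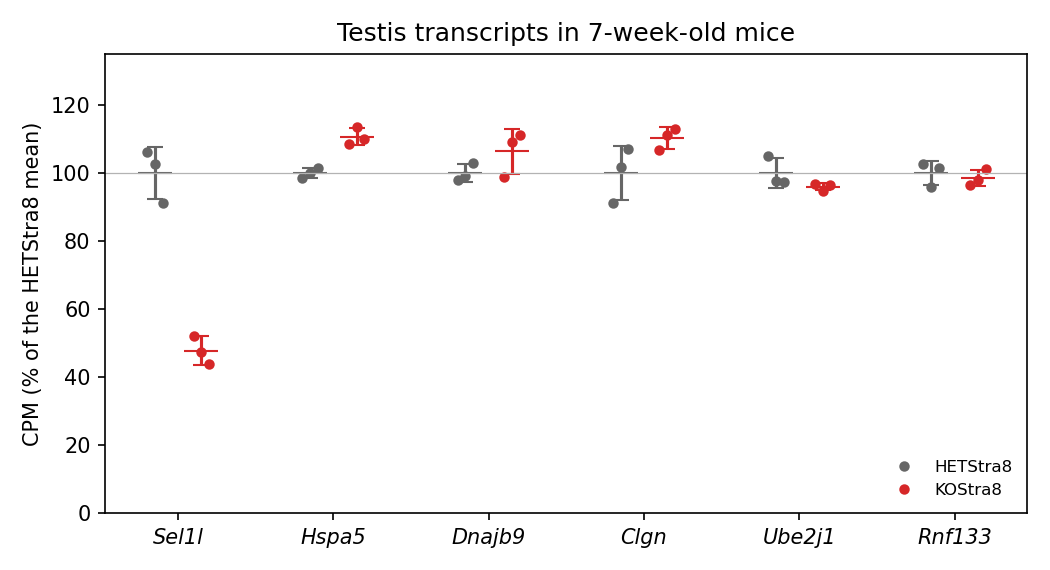
Levels of 6 transcripts in HETStra8 (grey) and KOStra8 (red) testes, as CPM in percent of the HETStra8 mean of each gene. Each point is 1 mouse, the horizontal bars are means and the error bars are SD of 3 mice; Sel1l lies at 47.7% in KOStra8 testes, and the KOStra8 mean of Hspa5 lies at 110.6%.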

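Ube2j1 (ENSMUSG00000028277), on chromosome 4 of GRCm38 from 33031416 to 33052363, was at 373 ± 16.1 CPM (SD, n = 3) in HETStra8 and 358 ± 4.25 CPM (SD, n = 3) in KOStra8 testes. Its log2 fold change was −0.06 (SE 0.0656, adjusted p = 0.754 from edgeR's quasi-likelihood test). Rnf133 (ENSMUSG00000051956), on chromosome 6 from 23648869 to 23650305, was at 220.1 ± 7.80 CPM (SD, n = 3) and 217 ± 5.07 CPM (SD, n = 3), a log2 fold change of −0.02 (SE 0.0681, adjusted p = 0.925 from the same test). The difference in means was smaller than the SD of the HETStra8 mice for both genes, although all 3 KOStra8 mice lay below all 3 HETStra8 mice for Ube2j1, where a two-sided exact permutation test gives p = 0.1. With each mouse left out in turn, the log2 fold changes stayed between −0.08 and −0.02 for Ube2j1 and between −0.05 and −0.00019 for Rnf133. The correction for GC content and transcript length moved them outside these ranges, to −0.12 and −0.07 (adjusted p = 0.682 and 0.865 from edgeR's test).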

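Gene lists were tested as sets with limma's camera, with a preset correlation between genes and adjustment over 5 lists. The UPR list, of which 38 of 40 genes were tested, had a median log2 fold change of −0.04, with 14 of its genes higher in KOStra8 testes (camera adjusted p = 0.313). Of its genes 1, Sel1l itself, passed an adjusted p of 0.01 over all genes, 6 had an unadjusted p below 0.05, and 2 passed an adjusted p of 0.05 adjusted over the list alone. The alternatives left the UPR list at adjusted p-values between 0.236 and 0.915. The median of the UPR list changed sign after the correction for GC content and transcript length, to 0.03, and without HETStra8 mouse 1 or KOStra8 mouse 3, to 0.0067 and 0.0024. The list of 21 ER chaperones had a median of 0.04 and 13 genes higher (camera adjusted p = 0.313). Corrected for GC content and transcript length, the median of the ER chaperones was −0.0024, with 10 genes higher. Of these genes 0 passed over all genes, 4 had an unadjusted p below 0.05, and 1 passed adjusted over the list alone. The list of 30 ERAD genes had a median of −0.07 and 8 genes higher (camera adjusted p = 0.0330), between 0.0273 and 0.395 across its alternatives. Sel1l belongs to that list, and without it the camera adjusted p was 0.115, an alternative added after the values were seen. Without HETStra8 mouse 1 the adjusted p of the ERAD list was 0.144, without KOStra8 mouse 1 it was 0.123, and without KOStra8 mouse 2 it was 0.0846. Adjusted over the list alone, 1 ERAD gene passed, as over all genes, and 6 had an unadjusted p below 0.05. The list of 80 genes of meiosis and chromosome segregation, pathways shown in Fig. 7B, had a median of 0.22 and 60 genes higher (camera adjusted p = 7.9e-09). After the correction for GC content and transcript length its median was 0.10, with 58 genes higher (camera adjusted p = 3.4e-05), and across its alternatives the adjusted p lay between 1.0e-11 and 0.395. Over all genes 0 of these 80 genes passed, 34 had an unadjusted p below 0.05, and 23 passed adjusted over the list alone. Without HETStra8 mouse 3, 25 of the 80 genes passed over all genes and 47 adjusted over the list alone, while without KOStra8 mouse 3 13 passed adjusted over the list alone. No filter on low counts, where edgeR's test was more liberal for genes such as Sel1l, gave 16 of these genes over all genes. A block for the replicate number gave 8. The list of 54 DNA replication genes, also a pathway of Fig. 7B, had a median of −0.06 and 22 genes higher (camera adjusted p = 0.313). Of these 0 passed over all genes or adjusted over the list alone, and 13 had an unadjusted p below 0.05. Leaving out HETStra8 mouse 3 also raised the numbers that passed over all genes to 3 for the UPR, 2 for the ER chaperone and 3 for the DNA replication list, and those adjusted over the list alone to 3, 4 and 7, and to 6 for the ERAD list. With the same correction, an unadjusted p below 0.05 was left for 3 genes of the UPR list, 1 of the ER chaperones, 1 of the ERAD list, 19 of the meiosis list and 8 of the DNA replication list, and 12 genes of the meiosis list passed adjusted over the list alone. The camera calls of the ERAD and meiosis lists did not hold under limma's fry, with adjusted p-values of 0.0930 and 0.146, or with an estimated correlation, with 0.395 for both. Of 888 Reactome sets, camera called 4 higher and 111 lower at an adjusted p below 0.05, and fry called 0, with 54 at an unadjusted p below 0.05. With the correction camera called 0 sets higher and 127 lower, of which 93 were also called lower without it, and 245 sets in either direction had an unadjusted p below 0.05. Reactome's UPR set, with 14 genes, ranked 770 by camera's p (adjusted p = 0.878), and 432 with the correction (adjusted p = 0.363). Reactome's meiosis set of 57 genes had a median of −0.03 (camera adjusted p = 0.748), and of 0.015 with the correction (adjusted p = 0.788).

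**Figure D2:**
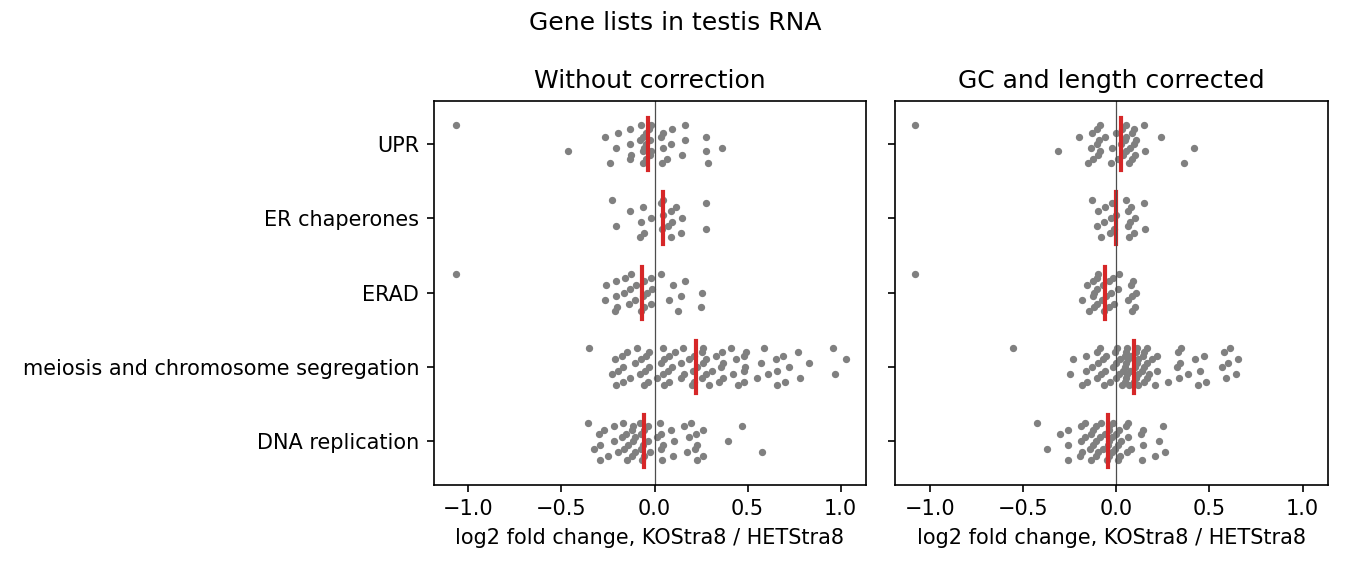
Log2 fold changes, KOStra8 over HETStra8, of the genes in 5 lists, without (left) and with (right) the correction for GC content and transcript length. Each grey point is 1 gene and each red bar the median of its list; the median of the meiosis and chromosome segregation list moves from 0.22 to 0.10, and the point near −1.07 in the UPR and ERAD lists is Sel1l.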

Quantitative PCR analysis of testes from either 7-week- or 8-month-old mice showed a consistent induction of ER calcium channel ryanodine receptor 1 (*Ryr1*), which regulates spermatogonia self-renewal and differentiation (50), and RNA-editing protein APOBEC1 complementation factor (*A1cf*), which regulates testicular germ-cell differentiation and proliferation (51), by 2 to 3 folds in the *KO*^*Stra8*^ testes compared to *HET*^*Stra8*^ controls (Fig. 7, *C* and *D*). 

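The transcripts of the UPR sensors Ern1, Eif2ak3 and Atf6 had log2 fold changes of −0.20, 0.16 and −0.03 in KOStra8 against HETStra8 testes. Those of the UPR effectors Xbp1, Atf4 and Ddit3, which encodes CHOP, had log2 fold changes of −0.07, −0.04 and −0.02. The adjusted p-values of these 6 genes in edgeR's quasi-likelihood test lay between 0.571 for Ern1 and 0.958 for Ddit3. The signs of the small changes of Eif2ak3, Atf6, Xbp1, Atf4 and Ddit3 were not stable, since leaving out single mice reversed each of them, and the correction for GC content and transcript length reversed those of Xbp1 and Atf4, to 0.035 and 0.083. Among these transcripts the lowest level was that of Eif2ak3, with 142, 134 and 137 counts in HETStra8 mice 1 to 3 and 221, 107 and 149 in KOStra8 mice 1 to 3, and the SE of its log2 fold change was 0.225. This error is not a limit of detection, and changes of Eif2ak3 well above it could also have been missed. A1cf, with an SE of 0.211, had a log2 fold change of 1.01 and still an adjusted p of 0.107 in edgeR's test. The splicing of Xbp1 is not counted per gene and was not analysed here. The chaperone transcript with the largest log2 fold change among those the paper names was Hsp90b1, which encodes GRP94. It rose from 494 ± 30.8 CPM (SD, n = 3) to 599 ± 22.5 CPM (SD, n = 3), a log2 fold change of 0.28 (SE 0.0687, adjusted p = 0.150 from edgeR's quasi-likelihood test), and 0.15 after the correction for GC content and transcript length. All 3 KOStra8 mice lay above all 3 HETStra8 mice. The unadjusted p of Hsp90b1 in edgeR's test was 0.00116, and 0.0182 after the correction. DESeq2's Wald test gave it an adjusted p of 0.0306, so a small rise is not excluded. Without HETStra8 mouse 3 the log2 fold change of Hsp90b1 was 0.34 and its adjusted p in edgeR's test 0.0052, between that value and 0.954 across the alternatives. Pdia3, Canx and P4hb, whose transcripts encode GRP58, calnexin and PDI, had log2 fold changes of 0.07, 0.12 and −0.21 and adjusted p-values of at least 0.414 in edgeR's test, and the correction changed the sign of Canx to −0.036. From chaperone transcripts that were not affected by the loss of SEL1L, and from a pathway analysis in which the UPR was not among the regulated pathways (Fig. 7, A and B), the paper reasons that the testis shows no UPR when SEL1L is lost. On that basis it proposes that male germ cells maintain the homeostasis of their ER without SEL1L. The paper's other evidence for this is from qPCR, protein blots, staining of GRP94, assays of cell death and electron microscopy. It also reports a mild rise in the splicing of Xbp1.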

Taken together, the global transcriptomics analysis demonstrates a lack of UPR to the loss of SEL1L in the testis, thus suggesting a dispensable role of SEL1L in the maintenance of ER homeostasis in male germ cells.

**Figure 7:**
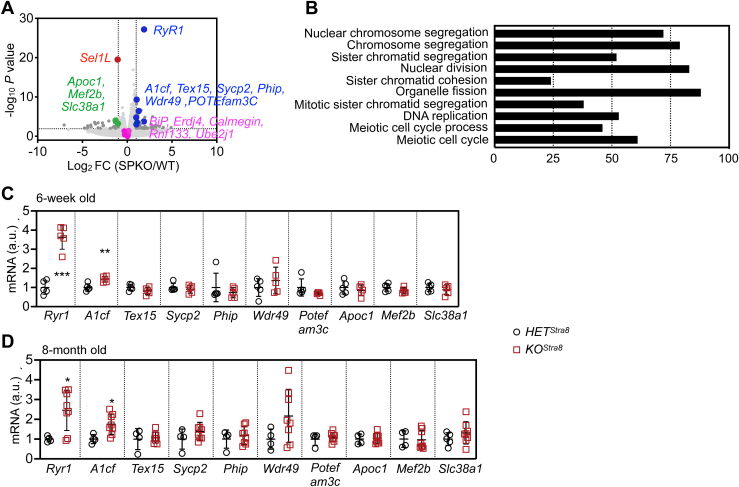
**Transcriptomics analysis reveals normal ER homeostasis with the loss of SEL1L in male germ cells.***A*, volcano plot of whole genome RNA sequencing analysis in testes from 7-week-old *HET*^*Stra8*^ and *KO*^*Stra8*^ littermates. X and Y axes represent log2 fold change and -log10 *p*-value, respectively. The horizontal and vertical dotted lines represent two fold change and an adjusted *p*-value <0.01, respectively. *B*, pathway analysis showing the differentially regulated pathways. *C* and *D*, qPCR analysis of testes from 7-week-old and 8-month-old *HET*^*Stra8*^ and *KO*^*Stra8*^ littermates, showing significantly upregulated or downregulated genes comparing *KO*^*Stra8*^ to *HET*^*Stra8*^ littermates identified in RNA sequencing analysis. Values, mean ± SD. ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001 by two-tailed Student’s *t* test.

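In the sequenced testes of 7-week-old mice, 9 of the genes chosen for qPCR have a transcript that is counted on a single gene, and 1 of them, Ryr1, passed an adjusted p of 0.01 and a fold of 2. With an unadjusted p below 0.01 and the same fold, 7 of the 9 genes passed. With each mouse left out in turn, between 3 and 6 of the 9 did. A1cf (ENSMUSG00000052595) was at 3.40 ± 0.693 CPM (SD, n = 3) in HETStra8 and 6.83 ± 1.19 CPM (SD, n = 3) in KOStra8 testes, a log2 fold change of 1.01 (SE 0.211, adjusted p = 0.107 from edgeR's quasi-likelihood test). Phip (ENSMUSG00000032253) had a log2 fold change of 1.05 (adjusted p = 0.0768 from edgeR's test) and passed in DESeq2, where its adjusted p was 6.3e-07, between 2.9e-15 and 0.491 across the alternatives. DESeq2 gave no adjusted p for A1cf, Wdr49, Apoc1, Mef2b and Slc38a1, so that these could not pass there. Wdr49 had a log2 fold change of 1.87 at levels of 0.598 ± 0.450 CPM (SD, n = 3) in HETStra8 and 2.18 ± 0.396 CPM (SD, n = 3) in KOStra8 testes (adjusted p = 0.192 from edgeR's test). Tex15 had a log2 fold change of 1.03 and Sycp2 of 0.96, each with an adjusted p of 0.292 in edgeR's test. Without HETStra8 mouse 3 their log2 fold changes were 1.38 and 1.29, and Tex15, Sycp2 and Phip passed, with adjusted p-values of 9.2e-07, 1.7e-07 and 8.9e-05 in edgeR's test. After the correction for GC content and transcript length the log2 fold changes of Phip, Tex15 and Sycp2 were 0.67, 0.65 and 0.60, and those of A1cf, Wdr49 and Mef2b were 0.95, 1.39 and −0.90. With that correction 3 of the 9 genes, Ryr1, Apoc1 and Slc38a1, passed the unadjusted p and the fold, a pair of choices made after the values were seen. Apoc1, Mef2b and Slc38a1 had log2 fold changes of −1.30, −1.02 and −1.04, with adjusted p-values of 0.166, 0.188 and 0.138 in edgeR's test. The Potefam3C primers match 5 near-identical genes, which share between 77.1% and 93.2% of their 50-base sequences with other genes, so that their counts are uncertain. Summed over these 5 genes, the level was 17.1 ± 4.18 CPM (SD, n = 3) in HETStra8 and 29.5 ± 4.11 CPM (SD, n = 3) in KOStra8 testes, a log2 ratio of 0.78.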

### SEL1L deficiency does not alter ER ultrastructure in spermatogenic cells

Finally, we performed transmission electron microscopy (TEM) to delineate the impact of SEL1L deficiency on organellar structure in different spermatogenic cells. The ER in spermatocytes was observed as flat sheets, concentrically arranged around the nucleus (yellow arrowheads, Fig. 8*A*). Comparing *HET*^*Stra8*^ and *KO*^*Stra8*^ mice, no differences in the morphology or abundance of ER in spermatocytes were observed (Fig. 8*A*). Further into the seminiferous tubules, round spermatids with round nuclei and acrosome caps, as well as elongated spermatids with condensed nuclei and overlaying acrosomes were abundantly found (Fig. 8, *B* and *C*). In both cell types, the loss of SEL1L did not affect the morphology or distribution of ER sacs and mitochondria in round spermatids (yellow arrowheads and “M”, Fig. 8*B*), nor the formation of acrosomes and axonemes in round and elongated spermatids (blue and red arrows, Fig. 8, *B* and *C*). In addition, we did not observe any abnormal retention of ER or cytoplasm in *KO*^*Stra8*^ elongated spermatids, suggesting normal cytoplasm removal, in contrast to the defects reported in mice deficient in ubiquitin conjugating enzyme E2 J1 (UBE2J1), a key E2 enzyme in the ERAD pathway (48). Taken together, we conclude that SEL1L-HRD1 ERAD is dispensable for the dynamic reorganization of organelles during spermiogenesis.

**Figure 8:**
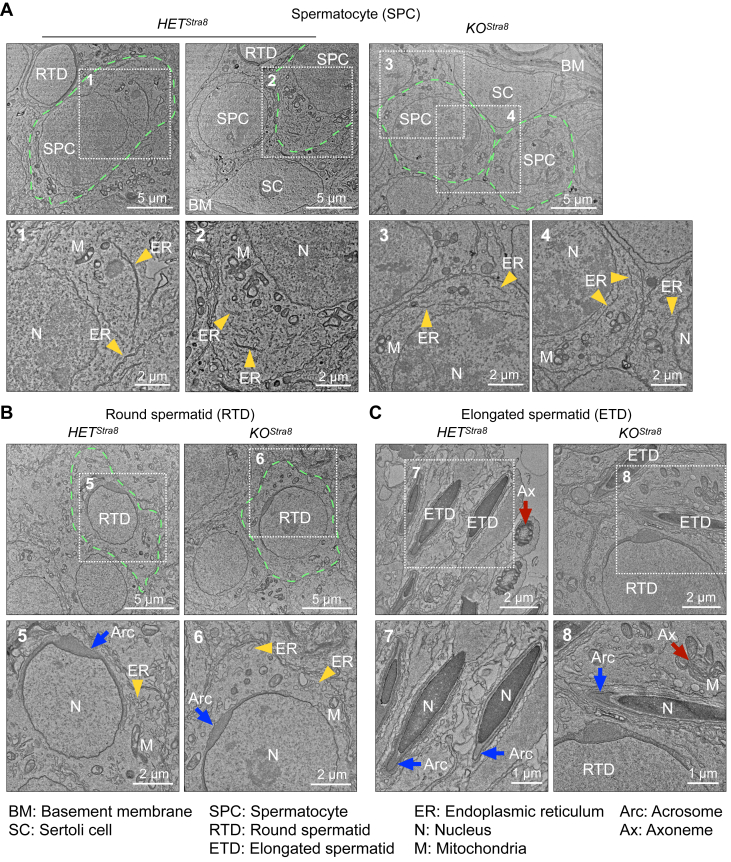
***Sel1L* deficiency does not affect the ultrastructure of male germ cells.** Transmission electron microscopy (TEM) images of testes from 6-week-old *HET*^*Stra8*^ and *KO*^*Stra8*^ littermates, showing primary spermatocytes with large, rounded nuclei (*A*), round spermatid with cap-shaped acrosome (*B*), and elongated spermatids with condensed chromatin and elongated acrosome (*C*). *Green dotted lines* illustrate individual cells, and insets of higher magnification are numbered and shown below. *Yellow arrowheads*, ER; *blue arrows*, acrosome; *red arrows*, axoneme. N = 2 per cohort.

## Discussion

In this study, we demonstrate that SEL1L is dispensable for spermatogenesis in male germ cells. Deletion of *Sel1L* does not affect spermatogenesis or male fertility. Additionally, SEL1L deficiency reduces HRD1 protein levels in spermatids but not in spermatocytes. To our knowledge, this is the first *in vivo* evidence showing that SEL1L loss does not cause overt abnormalities under physiological conditions. However, its role under pathological or stress conditions, such as those associated with elevated ER stress (52, 53, 54, 55, 56, 57, 58, 59) warrants further investigation.

During spermiogenesis, the final phase of spermatogenesis, the ER undergoes dramatic morphological changes, degenerating from branched tubular networks to collapsed aggregates and eventually disappearing in mature spermatozoa (40, 41). Indeed, previous studies have implicated ERAD in this process (48, 49). The loss of ubiquitin conjugating enzyme E2 J1 (UBE2J1), a key E2 enzyme in the ERAD pathway, causes male infertility and defective ER and cytoplasm removal during spermiogenesis in mice (48). UBE2J1 is well-known to function with the SEL1L-HRD1 E3 ligase complex to mediate ERAD functions (9). However, in light of the findings in this study, we propose that other E3 ligases may work with UBE2J1 to allow ER degeneration. Indeed, another recent report suggests that RNF133, a relatively unknown putative ER-localized E3 ligase, may interact with UBE2J1 and mediate ER degeneration in spermiogenesis (49). Nevertheless, as RNF133 deficiency only leads to subfertility while UBE2J1 deficiency leads to total infertility, additional factors may play a role in this process. The functional redundancy and compensation among the different ERAD machineries during spermiogenesis are interesting open questions. In addition, the role of HRD1 in this process requires the generation and characterization of male germ cell-specific *Hrd1* knockout mice.

For germ cells during spermatogenesis, pachytene spermatocytes are the largest cell type with highly active RNA and protein synthesis in preparation for the next phases (38). In round and elongated spermatids, although tightly regulated, transcription, and translation of specific proteins still occur to ensure the complex morphological and biochemical modifications during spermiogenesis (39). Despite a high abundance of SEL1L and HRD1 proteins in pachytene spermatocytes as well as in round and elongated spermatids, the loss of SEL1L in spermatocytes and spermatids did not affect spermatogenesis. Indeed, there was little to no induction of UPR and ER chaperones, and no ER dilation in the absence of SEL1L, suggesting that SEL1L is dispensable during spermatogenesis. Future studies are required to address many unanswered questions, such as the nature of alternative ERAD machineries in germ cells during spermatogenesis, the role of ERAD in ER degeneration and cytoplasm removal during spermiogenesis, and whether HRD1 in spermatocytes is functional in the absence of SEL1L.

The male germ cell-specific *Sel1L* knockout mice were generated using transgenic mice expressing *Stra8* promoter-driven Cre recombinase (43), which did not deplete SEL1L in spermatogonia (Fig. 2*G*). It remains unclear whether SEL1L-HRD1 ERAD is required for the self-renewal and differentiation of these germline stem cells. Careful future investigations are needed to further advance our understanding of ERAD and ER quality control in germ cells and their implications for fertility.

## Experimental procedures

### Sex as a biological variable

Our study exclusively examined male mice because it investigates spermatogenesis.

### Generation of germ cell-specific *SEL1L*^*Stra8*^ knockout mice

Male germ cell specific *Sel1L* knockout mice were generated by breeding *Sel1L*^*flox/flox*^ females (12) with male mice expressing germ cell-specific *Stra8* promoter driven optimized variant of Cre recombinase (*Stra8-Cre*, Jax #008208) (43). Genotyping primers are listed below:

*Stra8-Cre*: forward: 5′-AGATGCCAGGACATCAGGAACCTG-3′; and reverse: 5′-ATCAGCCACACCAGACACAGAGATC-3′;

*Sel1L*^*flox*^: forward: 5′-CTGACTGAGGAAGGGTCTC-3′; and reverse: 5′-GCTAAAAACATTACAAAGGGGCA-3′;

*Sel1L*^*Δ*^: forward: 5′-GAAGCAATAGGAAGAGCCAAAA-3′; and reverse: 5′-GCTAAAAACATTACAAAGGGGCA-3′.

Mice were fed a standard rodent chow diet and housed in a temperature-controlled environment with 12-h light/dark cycles with free access to food and water. Mice were euthanized by cervical dislocation under isoflurane-induced anesthesia. Tissues were collected and immediately either fixed for histology analysis or frozen in liquid nitrogen.

### Assessment of fertility, spermatozoa counting, and motility assay

For the breeding test, each 2-month-old male was housed with one wild-type female continuously for 6 months. Cages are checked and recorded daily for pregnancy and pups per delivery. For spermatozoa counting and motility assay, the cauda epididymis was collected, incised, and incubated at 37 °C in 1 ml warm PBS for 10 min to release the sperm. The sperm numbers were counted using a hemocytometer chamber. Sperm motility assay was performed as previously described (60) using a Nikon TE200E inverted microscope with SANYO color CCD, Hi-resolution camera 9VCC-3972. Movies were recorded using Pinnacle Studio HD (Ver. 14.0) software for 10s/field. To calculate the percentage of motile sperm, a total of five fields was randomly observed using ImageJ (National Institutes of Health) for each mouse.

### Western blot and quantitation

Preparation of cell and tissue lysates and Western blotting was performed as previously described (23). The following antibodies were used in this study: SEL1L (Abclonal customized) (61), HRD1 (Abclonal customized E15102, used for mouse tissues) (62), HRD1 (proteintech 13473-1-AP, used for HEK293T cell), OS9 (Abcam ab109510), IRE1α (CST 14C10), BiP (CST C50B12), GRP94 (Novus NBP2-42379), calmegin (Proteintech 12629-1-AP), PERK (CST 3192), ATF4 (CST 11815), calnexin (Enzo ADI-SPA-860-D), PDI (Enzo ADI-SPA-890), CD147 (Proteintech 11989-1-AP), caspase-3 (CST 9662), and HSP90 (Santa Cruz sc7947). Antibody specificity for Western blot was validated by the manufacturers or in previous reports (61, 62). Secondary antibodies, goat anti-rabbit IgG HRP (Bio-rad), were used at 1:6000 dilution. Western blot membranes were developed using the Clarity Western ECL Substrate (Bio-rad), and the signal was detected with a ChemiDOC imager (Bio-rad). Image LAB software was used to quantify the band density.

### Transmission electron microscopy (TEM)

Mice were anesthetized and perfused with perfusion fixation buffer containing 2.5% glutaraldehyde, 2% formaldehyde in 0.1 M sodium cacodylate buffer (Electron Microscopy Sciences). Testis tissues were collected, cut into small pieces (about 1–2 mm cubes), and incubated in primary fixation buffer containing 3% glutaraldehyde, 3% formaldehyde in 0.1M sodium cacodylate overnight at 4  °C. The tissues were then submitted to the University of Michigan Microscopy Core for washing, embedding and sectioning at 70 nm. The grid containing tissue sections was imaged by a Talos F200X transmission electron microscope at Wayne State University Lumigen Instrument Center.

### RNA extraction, RT-PCR, and quantitative real-time PCR

Testis RNA was isolated as previously described (63). Briefly, total RNA was extracted from the testis using RNA-Stat 60 (IsoTex Diagnostics), chloroform, and precipitated by isopropanol. RNA quality was determined by measuring the OD260/280 and visualizing it on an agarose gel. cDNA was generated using the Superscript III reverse transcriptase (Thermofisher). RT-PCR for *Xbp1* splicing was performed as previously described (64) using GoTaq PCR Master Mixes (Promega). Quantitative PCR (qPCR) was performed using 2X Universal SYBR Green Fast qPCR Mix (Abclonal). *U36B4* was used as the reference. RT-PCR and qPCR primer sequences are listed below:

#### For RT-PCR

mouse *Xbp1* (ACACGCTTGGGAATGGACAC, CCATGGGAAGATGTTCTGGG), mouse *L32* (GAGCAACAAGAAAACCAAGCA, TGCACACAAGCCATCTACTCA).

#### For qPCR

mouse *BiP* (CAAGGATTGAAATTGAGTCCTTCTT, GGTCCATGTTCAGCTCTTCAAA), mouse *Xbp1s* (GAGTCCGCAGCAGGTG, GTGTCAGAGTCCATGGGA), mouse *Chop* (CCAGAAGGAAGTGCATCTTCA, ACTGCACGTGGACCAGGTT), mouse *Atf6* (TACCACCCACAACAAGACCA, TGATGATCCCGGAGATAAGG)

mouse *Atf4* (CGAGATGAGCTTCCTGAACAGC, GGAAAAGGCATCCTCCTTGC)

mouse *Perk* (TCAAGTTTCCTCTACTGTTCACTCA, CGGGAAACTCCAAGTTCTCA)

mouse *Grp58* (GAGGCTTGCCCCTGAGTATG, GTTGGCAGTGCAATCCACC)

mouse *Erdj4* (CAGAATTAATCCTGGCCTCC, ACTATTGGCATCCGAGAGTG)

mouse *Calmegin* (AGAGGCAGAGGAGGAGAAGG, CTTCTCTTCCGGTTCACCAA)

mouse *Ryr1* (TACTTCGACACAACCCCACA, AGTGTGCTCTGTCTCATCCT)

mouse *Wdr49* (CACGTTTGGGTCCTTATGCC, GAAGTTCTTTGGGGAATAGGCT)

mouse *Phip* (AAGTCAGCCGCAGTCATAGA, CTCCCAGGTCCTCTCTTCAC)

mouse *Tex15* (ACAGACAGTATCCAAACATCCA, TTGGTGTGCAAGTGTCTTGT)

mouse *A1cf* (CACTTCTGCCACTGTGTTCC, GGTTCCATATGCATCGCCTC)

mouse *Sycp2* (ATGACCTCTCAAGCTCAGGG, CCAAGTCTCGCAAAGTCTGT)

mouse *Apoc1* (TCCGGAACATTGGAGAGCAT, GCCAAATGCCTCTGAGAACC)

mouse *Slc38a1* (GCTGGCCAAGAAGACAAAGT, CCGTCCTGGTTCGTGATTTT)

mouse *Mef2B* (CTGCAACCCTCACCCTGG, AGACTTGATGCTGACCGGAG)

mouse *Potefam3C* (GTCACCCAGTCCCACAGTCT, TTCTCTGAGCTGACGATCCA)

mouse *U36B4* (CGTCCTCGTTGGAGTGACA, CGGTGCGTCAGGGATTG).

### Histology, immunofluorescence, and TUNEL staining

Testes were fixed in a fixation buffer containing 11.1% formalin, 5% glacial acetic acid, and 15% ethanol overnight at 4 °C and processed by the University of Michigan In-Vivo Animal Core on a fee-for-service basis. The H&E slides were imaged using an Aperio Scanscope (Leica). For immunofluorescent staining, paraffin sections were rehydrated and boiled for antigen retrieval in sodium citrate buffer (18mM citric acid and 9.35 mM sodium citrate, pH 6.0) for 20 min, followed by blocking (5% normal donkey serum, 0.5% Tween-20 in PBS) at room temperature for 1 h. The slides were incubated with primary antibodies at 4 °C overnight, followed by secondary antibodies at room temperature for 1 h using Alexa fluor 488 or 594 affinipure donkey anti-mouse or rabbit IgG (H + L) (Jackson ImmunoResearch). For negative controls, normal serum of the host animals of the respective primary antibodies was used in place of the primary antibody, followed by the same secondary antibody incubation. All antibodies were diluted in PBS containing 5% normal donkey serum and 0.5% Tween-20. The nuclei and slides were stained and mounted by Prolong Diamond Antifade Reagent with DAPI (Invitrogen P36971). The following antibodies were used in this study: SEL1L (Abcam ab78298), HRD1 (Abclonal customized E15102), GRP94 (Novus NBP2-42379), DDX4 (Abcam ab13840), lectin PNA (Invitrogen L21409), GCNA (DSHB 10D9G11), and vimentin (Biolegend 699301). Antibody specificity for immunofluorescent staining was validated by the manufacturers and further confirmed using knockout tissues and/or normal serum as negative controls. Fluorescent images were captured using a Zeiss LSM880 confocal microscope. Immunofluorescent signal intensity was quantified using ImageJ software with a freehand tool. TUNEL staining was performed using an *in situ* cell death detection kit (Roche 11684795910) according to the manufacturer’s protocol. TUNEL images collected from low-magnification whole testis sections were quantified by calculating the percentage of seminiferous tubules containing at least one TUNEL-positive cell relative to the total number of seminiferous tubules in the testis, *that is,* cell death index (65).

### Cell culture

*WT* and *SEL1L*^*−/−*^ HEK293T cells were generated as described previously (66). HEK293T and GC-4 cells were cultured in DMEM (Gibco) containing 10% FBS and 1% penicillin-streptomycin. For tunicamycin (Tuni, Tocris 3516) treatment, cells were treated with 2 μg/ml Tuni for 4 or 24 h, then collected for RNA or protein extraction.

### RNA sequencing

Testis RNA was isolated as previously described (12). Briefly, total RNA was extracted from the testis using RNA-Stat 60 (IsoTex Diagnostics), chloroform, followed by purification using a total RNA extraction kit (Omega Bio-Tek-R6834–02) with DNaseI digestion (Roche). RNA quality and concentration were examined using the Agilent tapeStation and AccuBlue Broad Range RNA Quantitation assay, respectively. RNA sequencing was performed by Admera Health. Briefly, paramagnetic beads coupled with oligo d(T)25 were combined with total RNA to isolate poly(A)+ transcripts based on NEBNext Poly(A) mRNA Magnetic Isolation Module manual (New England BioLabs Inc). Random priming and fragmentation were performed before first strand synthesis using Protoscript II Reverse Transcriptase. Library constructions were done according to the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England BioLabs Inc). Final libraries were assessed for quantity and quality with an average size of 430 bp. Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina Novaseq platform with 150PE reads (Illumina). A fold-change of two and adjusted *p*-value < 0.01 were set as cutoff for differential regulation. Pathway analysis was performed using the ClusterProfiler package in R.

### Statistics

Unpaired two-tailed Student’s *t* test was used for two-group analyses. Two-way ANOVA analysis with Tukey multiple comparison test or one-way ANOVA with Tukey *post hoc* test was used for multi-group analyses (GraphPad Prism). Data were presented as the mean ± SD; *p* < 0.05 was considered significant.

### Study approval

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of University of Virginia and Wayne State University.

## Data availability

All study data are included in the article, supporting information, and supporting data file. High throughput RNA sequencing data of mouse testes have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE292552.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The ER-associated degradation adaptor SEL1L is dispensable for ER homeostasis and the differentiation of spermatogenic cells
**Source:** J Biol Chem. 2025 May 22;301(7):110283. doi: 10.1016/j.jbc.2025.110283
**Supplement:** Supporting information

## **SUPPORTING INFORMATION:**

### **The ER-associated Degradation Adaptor SEL1L is Dispensable for ER Homeostasis and the Differentiation of Spermatogenic Cells**

Tushi et al.

Supplementary Figures 1-5

Supplementary Table 1

## SUPPLEMENTARY FIGURES

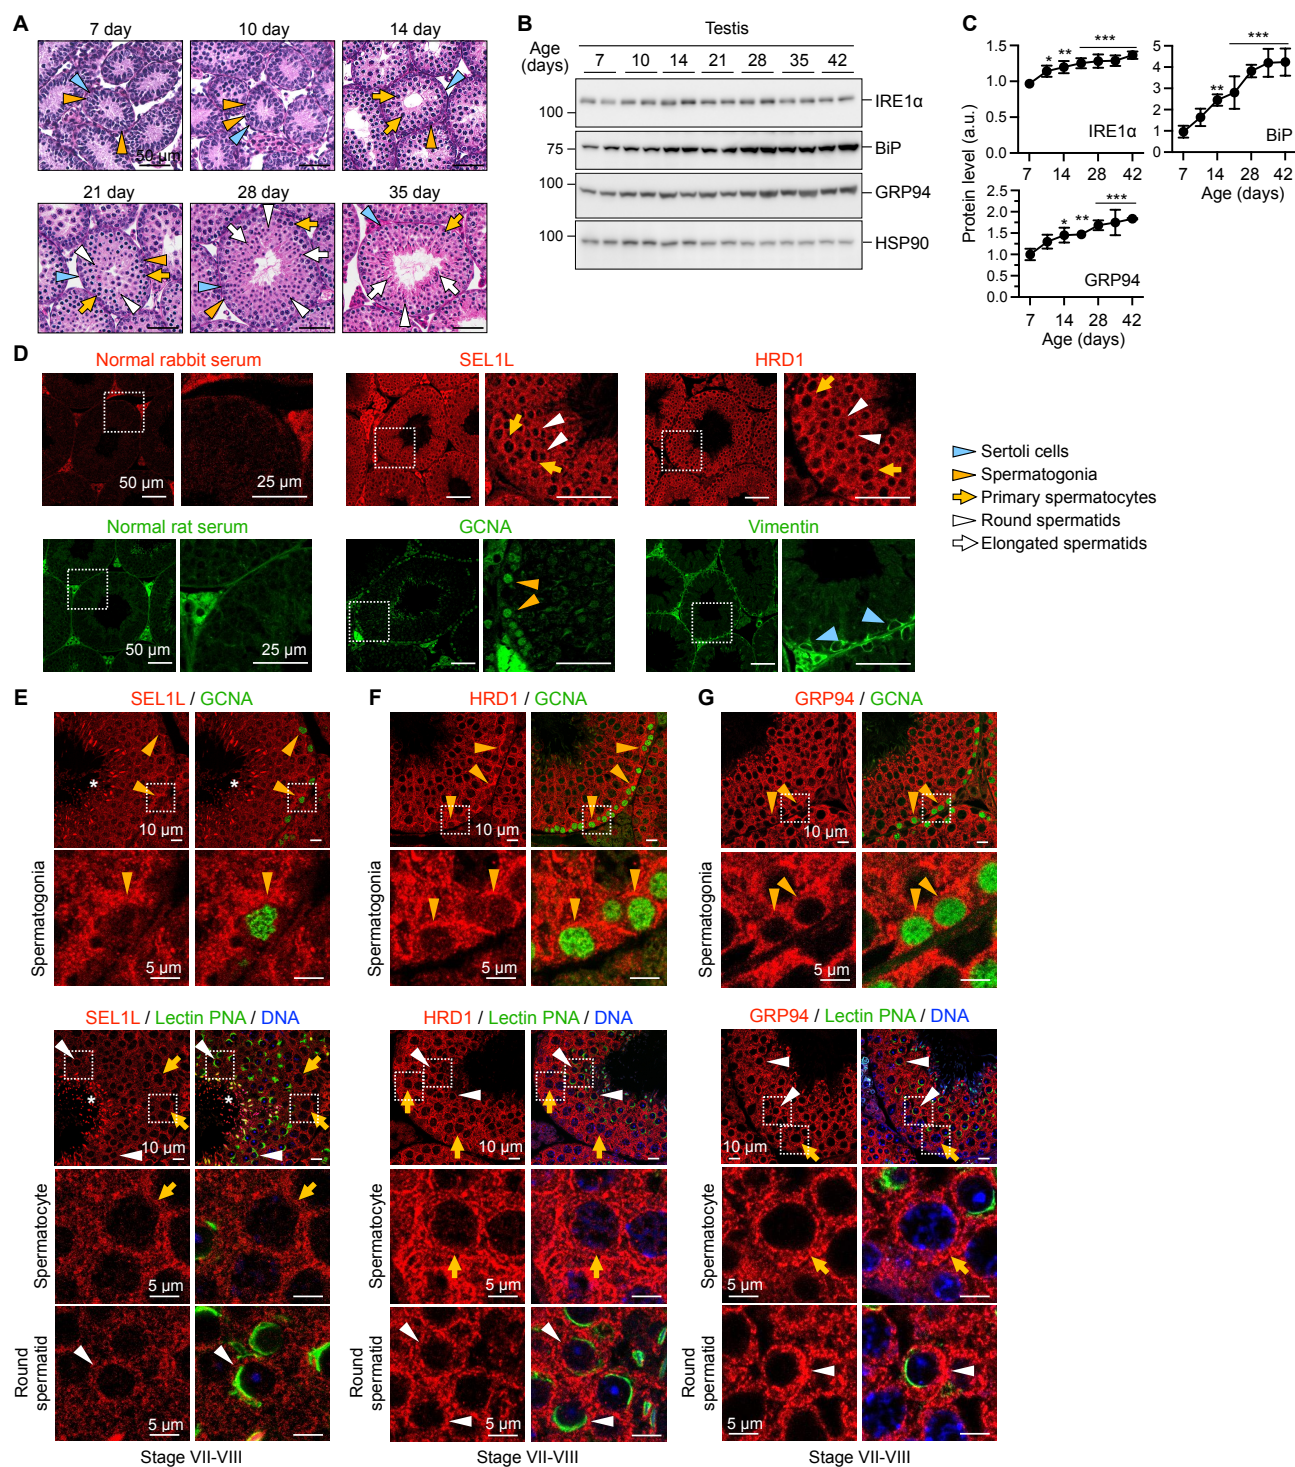

**Figure S1. Expression of SEL1L and HRD1 in the testis.** (A) Representative images of H&E stained testes sections from wild-type mice, showing various cell types during the first wave of the seminiferous epithelium cycle. N = 3 per cohort. (B-C) Western blot analysis of testes from wild-type mice at different ages, with quantitation normalized to HSP90 shown in (C). N = 4. Values, mean  $\pm$  SD. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$  comparing different ages to 7 days by one-way ANOVA with Tukey multiple comparison test. (D-G) Immunofluorescent staining of testes from 6-week-old wild-type mice, showing negative controls using normal non-immunized rabbit or rat serum alongside corresponding primary antibodies (D), and the expression of SEL1L, HRD1, and GRP94 in various cell types as illustrated (E-G). GCNA labels spermatogonia; lectin PNA labels acrosomes in round and elongated spermatids. \* indicates non-specific staining by the SEL1L antibody in spermatid flagella at stage VII-VIII. In D-G, insets of higher magnification are shown on the right or below. Representative data from  $n = 4$ .

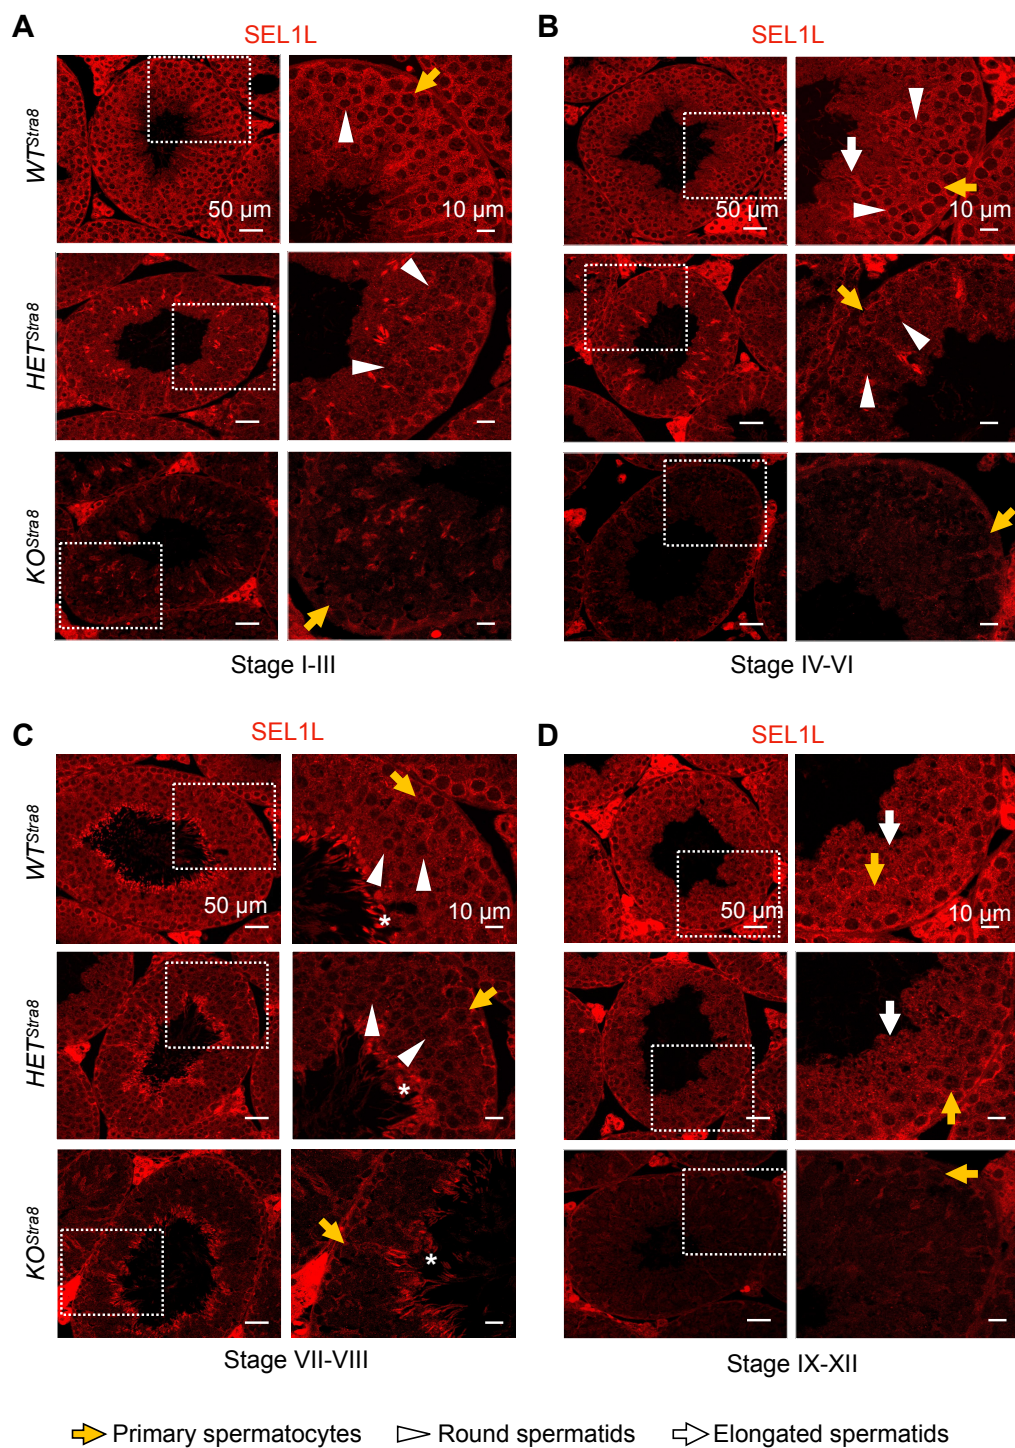

**Figure S2. SEL1L is depleted in the spermatogenic cells of *KO<sup>Stra8</sup>* mice.** Representative immunofluorescent images of testes from 6-week-old *WT<sup>Stra8</sup>*, *HET<sup>Stra8</sup>*, and *KO<sup>Stra8</sup>* littermates showing SEL1L ablation in spermatogenic cells at different stages of the seminiferous epithelium cycle. Insets of higher magnification are shown on the right. \* indicates non-specific staining by the SEL1L antibody in spermatid flagella at stage VII-VIII. In *KO<sup>Stra8</sup>* testes, round and elongated spermatids were difficult to identify due to the loss of SEL1L signal. Representative data from n = 4 mice per cohort.

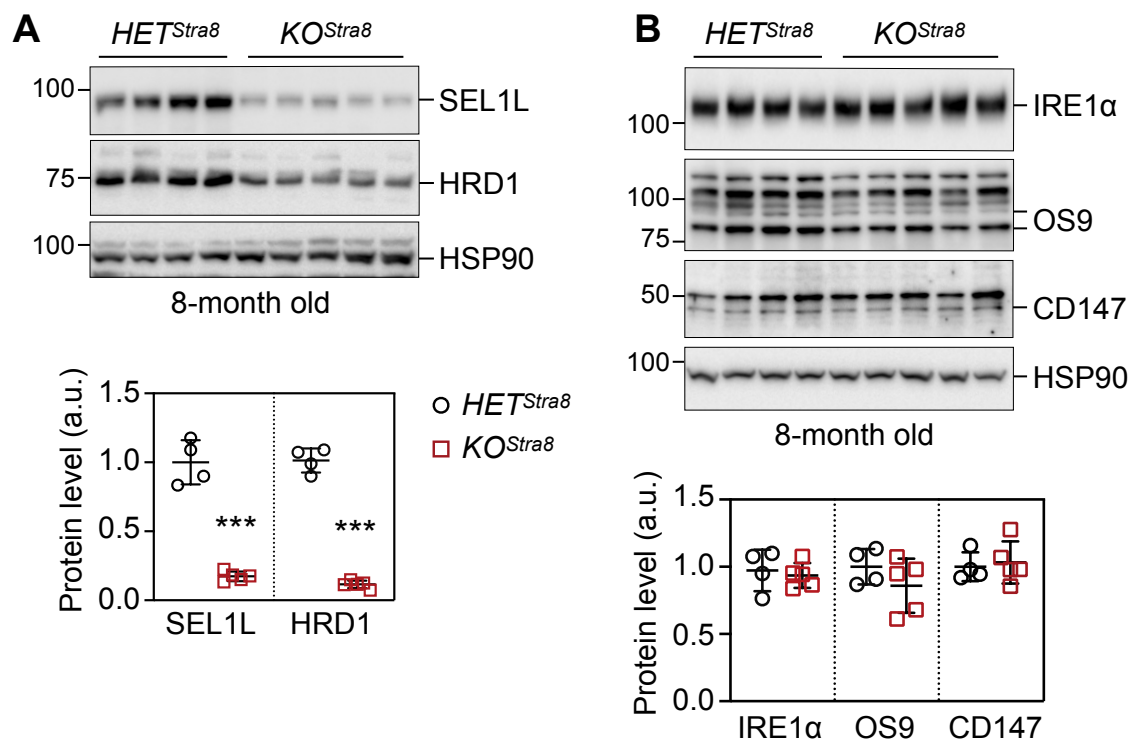

**Figure S3. SEL1L is dispensable for ERAD activity in spermatogenic cells.** Western blot analysis of testes from 8-month-old *HET<sup>Stra8</sup>* and *KO<sup>Stra8</sup>* littermates, with quantitation normalized to HSP90 shown below. Values, mean  $\pm$  SD. \*\*\*,  $p < 0.001$  by two-tailed Student's *t* test.

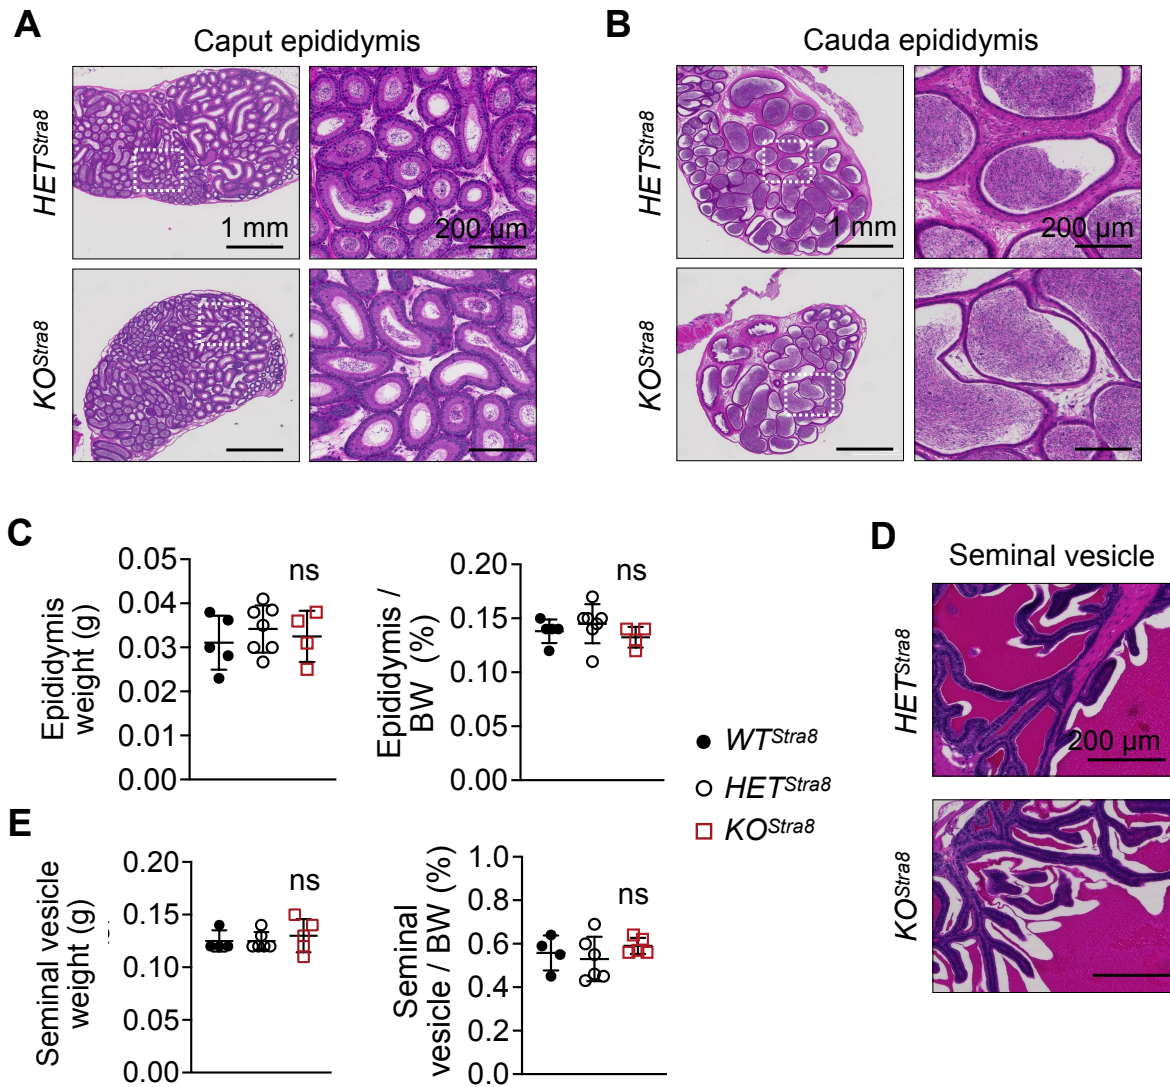

**Figure S4. Epididymis and seminal vesicles in male germ cell-specific *Sel1L* knockout mice.** (A-B) Representative H&E stained sections of caput and cauda epididymis from *HET<sup>Stra8</sup>* and *KO<sup>Stra8</sup>* littermates. Insets of higher magnification shown on the right. Representative images from  $n = 4$  mice per cohort. (C) Weight and normalized weight of epididymis from *WT<sup>Stra8</sup>*, *HET<sup>Stra8</sup>*, and *KO<sup>Stra8</sup>* littermates.  $N = 4$  to 7. (D-E) H&E stained sections (D), and weight and normalized weight (E) of seminal vesicles from *WT<sup>Stra8</sup>*, *HET<sup>Stra8</sup>*, and *KO<sup>Stra8</sup>* littermates.  $N = 4$  to 6. Values, mean  $\pm$  SD. Ns, not significant by one-way ANOVA with Tukey multiple comparison tests.

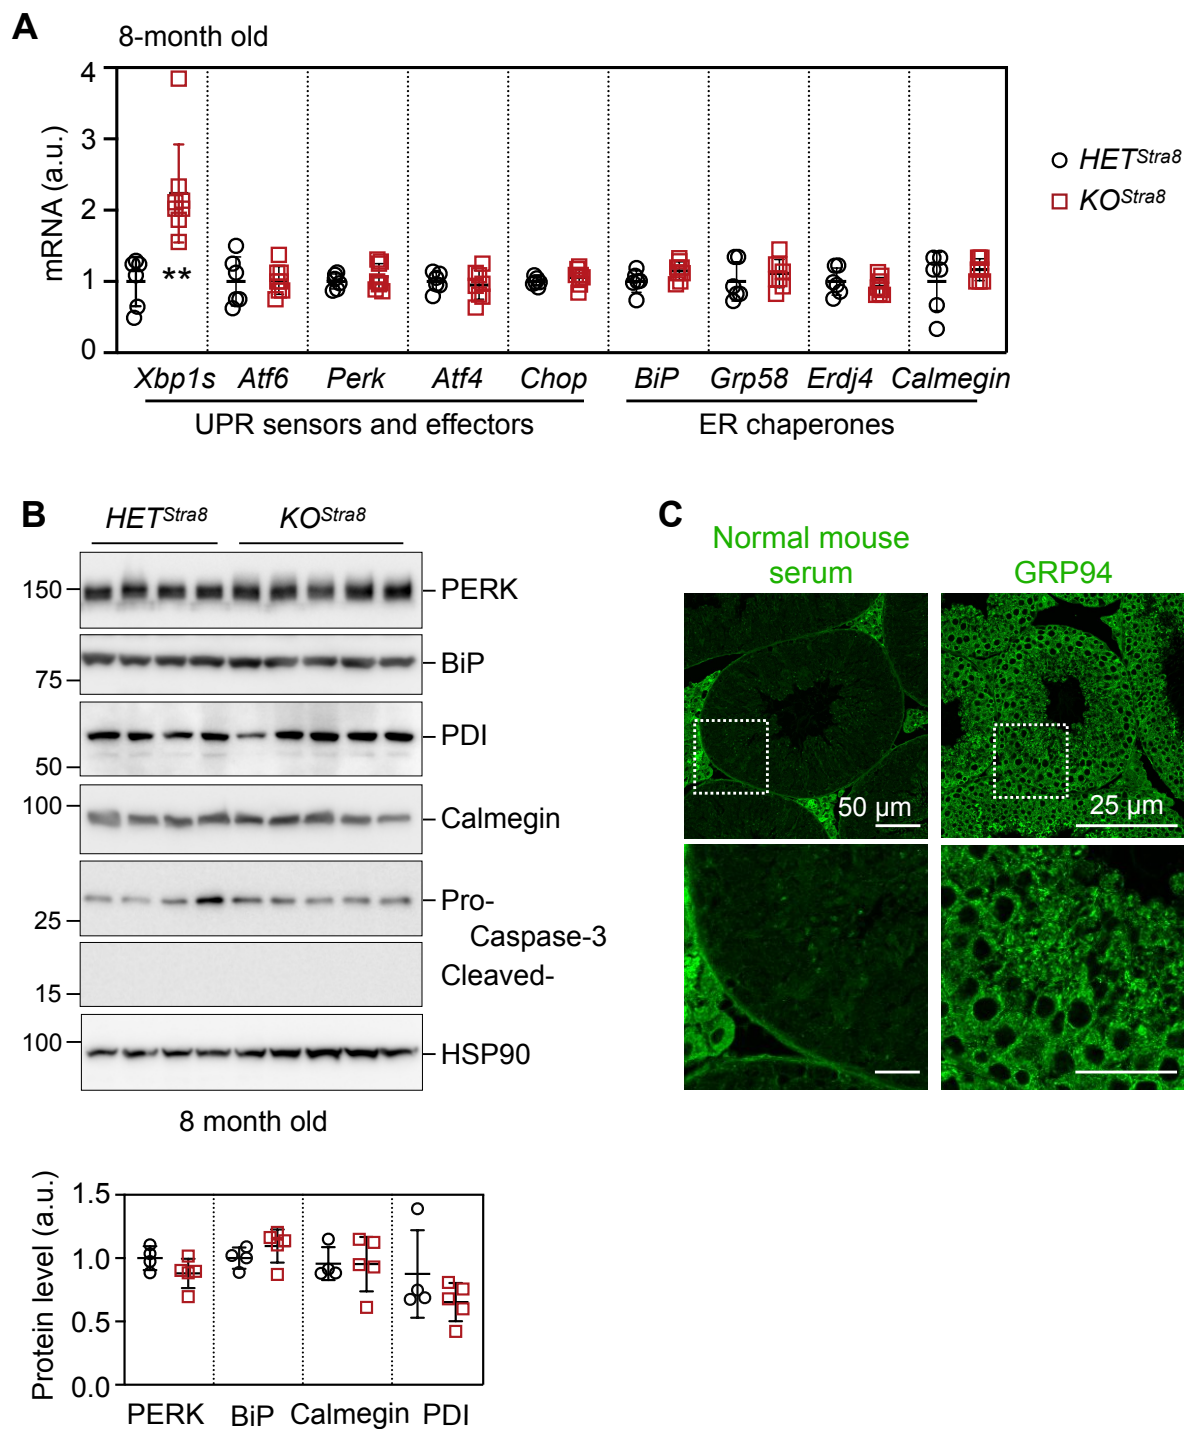

**Figure S5. Lack of UPR after male germ cell-specific *Sei1L* ablation.** (A) qPCR and (B) Western blot analyses of ER chaperones and UPR markers in testes from 8-month-old *HET<sup>Stra8</sup>* and *KO<sup>Stra8</sup>* littermates. In B, quantitation normalized to HSP90 shown on the right. Values, mean  $\pm$  SD. \*\*,  $p < 0.01$  by two-tailed Student's *t* test. (C) Immunofluorescent staining of GRP94 in testis sections from 6-week-old wild-type mice, with a negative control performed using normal non-immunized mouse serum. Insets of higher magnification are shown below.

How the deposited data were processed for this re-analysis (not part of the article)

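Testis RNA of 3 KOStra8 and 3 HETStra8 mice aged 7 weeks was analysed, with 1 library per mouse and mice numbered as in the sample titles. The paper states that poly(A)+ RNA was made into directional libraries and sequenced in paired-end reads. The authors deposited 1 table of raw counts per mouse, in which each of 55536 Ensembl genes has the whole number of reads counted on it. The paper's text names no aligner, counting tool, genome build, strand setting or software for the comparison of the groups, and gives cutoffs of a fold of 2 and an adjusted p of 0.01. All 55536 identifiers are in GENCODE mouse release 21 (GRCm38), from which symbols, positions, GC content and transcript lengths were taken. Positions are those of GRCm38. Unassigned reads were not analysed here. The symbols Gcna and Potefam3C matched no gene of that annotation and were not analysed here under those names.

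The library totals lay between 28875108 and 36526695 counts, with medians of 33271942 in HETStra8 and 34663706 in KOStra8. The common biological coefficient of variation between mice was 0.160, and genes with few counts, such as Wdr49, carry a counting error besides. An exact permutation test of 3 mice against 3 cannot give a p below 0.1.

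Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with default settings, which kept 21465 genes, TMM normalization, a robust quasi-likelihood fit with genotype as the only term, and a two-sided F test with Benjamini-Hochberg adjustment. All 6 mice entered the comparison. CPM are TMM-normalized, and log2 CPM used a prior count of 2. Gene lists for the UPR, ER chaperones, ERAD, meiosis and chromosome segregation, and DNA replication were tested with camera of limma 3.58.1 at an adjusted p of 0.05, with fry and with camera's estimated correlation as alternatives. Reactome sets of 10 to 500 tested genes came with fgsea 1.28.0. Marker lists were tested in the same way for undifferentiated and differentiating spermatogonia, leptotene and zygotene spermatocytes, pachytene and diplotene spermatocytes, round and elongating spermatids, Sertoli, Leydig and peritubular myoid cells, macrophages, endothelial cells, epididymis, seminal vesicle, skeletal muscle, adipose tissue and blood.

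The alternatives were DESeq2's size factors or library totals in place of TMM, no filter or at least 10 counts in every sample in place of filterByExpr, the replicate number as a block, offsets corrected for GC content and transcript length, DESeq2 1.42.0, limma-voom, an adjusted p of 0.05, an unadjusted p of 0.01, a test against a fold of 2, and leaving out each mouse in turn. The offsets came from a loess curve per library, with a span of 0.3, fitted to genes above a log2 CPM of 2, and 8 tested genes without a GC value were left uncorrected. The closing section gives their effect, and names alternatives that were added later. All 10 splits of the 6 mice into 3 and 3 were compared. The clustering of genes with small p-values along chromosomes was tested with windows of 10 Mb and 10000 shuffles of the genes. Sequence shared between genes was measured as the share of 50-base sequences of a gene's transcripts that another gene also holds.

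The genes named in the text are those that the paper names for testis transcripts or proteins, and Stra8, whose promoter drives the Cre. Also named are up to 5 genes in each direction with the largest log2 fold change past the cutoffs and without overlap between the groups. The rule also takes the 3 genes with the smallest adjusted p in each direction. Genes named outside this rule were chosen after their values were seen, as is said where they appear. The results for 1 gene that falls under the rule are not reported here.

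The steps were tested on simulated data drawn from these libraries with 200 changed genes. For single genes, no size of change other than 1.5 on the log2 scale was simulated. At an adjusted p of 0.01, DESeq2 recovered 74% of 200 genes changed by 1.5 on the log2 scale and called 17 unchanged genes, and limma-voom recovered 66.0% of 197 genes and called 8 unchanged genes. With the GC and length trend of these libraries added, edgeR called 26 unchanged genes without the correction and 8 with it, and DESeq2 called 58 without it and 16 with it. The list tests found a list of 80 genes raised by 0.3 on the log2 scale with camera, fry and an estimated correlation and called no unchanged list. The window test gave a permutation p = 0.865 on simulated p-values without a cluster.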

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

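The tests on sequence shared between genes, on the GC trend for Rb1cc1, on the region of chromosome 7 and on windows in other splits of the mice were chosen only after the results were seen, while those on neighbouring genes and on skeletal muscle were planned.

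Sirt2 and Rb1cc1, which the paper does not discuss, passed an adjusted p of 0.01 with less than a 2-fold change. Sirt2 had a log2 fold change of 0.66 and Rb1cc1 of 0.74 in KOStra8 against HETStra8 testes, with the levels of the 3 KOStra8 mice above those of the 3 HETStra8 mice for both genes, a separation that chance gives in either direction for 10% of genes. Sirt2 lost its call in 3 and Rb1cc1 in 4 of the 6 comparisons that each left out a mouse.

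For Rb1cc1 the GC trend between the libraries remains a candidate explanation for part of the change. After the correction for GC content and transcript length its log2 fold change was 0.42 and its adjusted p 0.0136 in edgeR's quasi-likelihood test, above the cutoff, and between 0.00185 and 0.251 when each mouse was also left out. What was left of the change was called by DESeq2 with the same correction (adjusted p = 1.3e-06), an alternative added after the values were seen, and across all alternatives the adjusted p lay between 7.1e-18 and 0.251, so that an effect of the genotype stays open as well.

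For Sirt2 the same correction raised the log2 fold change to 0.78 (adjusted p = 6.2e-05 in edgeR's quasi-likelihood test, between 2.8e-22 and 0.0152 across the alternatives), which argues against the GC trend as its source. Sequence shared with other genes is also argued against, since 0.152% of the 50-base sequences of Sirt2, and 0.0227% of those of Ryr1, are held by another gene. Sirt2 and Ryr1 lie 214683 bp apart on chromosome 7. In 10000 random draws of 4 tested genes, a share of 0.0016 held a pair as close as the closest pair among the 4 genes called here, a test that takes genes as independent of their neighbours. This closeness is consistent with variants on chromosome 7 that are carried with an allele differing between the groups, for instance with the Stra8-Cre transgene, which the deposited record names for the KOStra8 and not for the HETStra8 mice, and whose place in the genome was not analysed here. Another reading, an effect of the loss of SEL1L on both genes, stays open, and counts alone do not separate them.

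A wider stretch of chromosome 7 also held more genes with small p-values than the rest of the genome. Below 45 Mb, 19 of 651 tested genes had an unadjusted p below 0.001, against 150 of 21465 genes in all, and 18 of 651 had one after the correction for GC content and transcript length. The densest window of 10 Mb, from 35000001 to 45000000, held 8 such genes among 173, where 1.20 were expected (one-sided permutation p = 0.0048 over 10000 shuffles), and 7 after the correction (p = 0.0021). The boundary of 45 Mb was set after the positions had been seen, so the count of 19 overstates the evidence. Dense windows were also found when the mice were grouped otherwise: of the 10 splits of the 6 mice into 3 and 3, 6, the real one included, gave as small a permutation p for their densest window, wherever it lay. In 5 of them, with windows on chromosomes 5, 6, 9, 11 and 14, the permutation p was 0.0001, the smallest that 10000 shuffles can give. The p-values from shuffles therefore do not set the real groups apart, and with 10 splits no share can fall under 0.1.

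Reads shared between copies cannot be told apart from a change in the predicted genes near 41 Mb. Other genes hold 47.3% of the 50-base sequences of Gm2128, named here after its values were seen. For Zfp619 and Zfp788, zinc finger genes of the window from 35000001 to 45000000, the share was 0.693% and 0%. They are also named after their values were seen, and these shares argue against shared reads for them. The next window leaves them out all the same. Without zinc finger genes and predicted genes the densest window lay from 20000001 to 30000000, with 6 genes among 120 (permutation p = 0.0685 over 10000 shuffles), and 5 after the correction (p = 0.0648). These 6 genes were Pou2f2, Sirt2, Yif1b, Fam98c, Ryr1 and Eif3k, of which Pou2f2 and Yif1b are named after their values were seen. Fam98c and Eif3k, next to Ryr1, were lower in KOStra8 testes, with log2 fold changes of −0.54 and −0.47. Their adjusted p-values were 0.0521 and 0.0682 in edgeR's quasi-likelihood test, while DESeq2's Wald test called both (3.2e-05 and 0.00043). With each mouse left out in turn, edgeR's adjusted p lay between 0.00047 and 0.337 for Fam98c and between 0.0036 and 0.417 for Eif3k. Each passed in 1 of these 6 comparisons. Variants next to the floxed Sel1l allele are argued against as the local source by position alone, because Sel1l lies on chromosome 12. Within 10 Mb of Sel1l, 1 of 162 other genes had an unadjusted p below 0.001. By the deposited record both groups carry a floxed and a deleted Sel1l allele, so this count cannot decide whether such variants act. Chance, variants on chromosome 7 that differ between the groups, and a regional effect of the genotype may each account for the cluster, and no sequence data were analysed here that would separate them.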

How the results depend on the processing

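The alternatives in the first paragraphs were set before the data were examined, while edgeR's likelihood ratio and exact tests, the unadjusted p of 0.05, DESeq2 with the GC and length correction, that correction with mice left out, with fry or with an unadjusted p, the lists without Sel1l, and the alternatives for Reactome sets were chosen only after the results were seen.

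In the comparison as reported, 1 gene was higher and 1 lower over 2-fold, and 3 were higher and 1 lower at any fold. These 4 counts were the same with DESeq2's size factors, with library totals, with at least 10 counts in every sample and with limma-voom, and all 4 genes were called in each. Without a filter the 4 counts were 22, 17, 337 and 48, and with DESeq2 they were 5, 1, 121 and 11. All 4 genes were among those called, and the cause was not tested further. Without a filter the SE rose from 0.0680 to 0.0835 for Sirt2 and from 0.104 to 0.109 for Sel1l. Their p-values in edgeR's test still fell, from 1.1e-07 to 1.4e-15 and from 5.7e-08 to 2.0e-22. The SE of Ryr1 and Rb1cc1 fell, to 0.139 and 0.0779. Larger errors with smaller p-values mark a more liberal test, so the counts without a filter are less certain. Corrected for GC content and transcript length they were 1, 1, 2 and 1, and 3 of the 4 genes were called. At an adjusted p of 0.05 they were 1, 1, 4 and 1. At an unadjusted p below 0.01 they were 64, 18, 576 and 210, and with DESeq2 72, 30, 706 and 258, since the p was not adjusted. In simulated data, 54 of the unchanged genes passed that p and a fold of 2 in edgeR and 46 in DESeq2. With the GC and length trend of these libraries in the simulated data, 86 did in edgeR and 66 in DESeq2, and 58 and 42 after the correction. Tested against a fold of 2, all 4 counts were 0, and 38 genes were higher and 11 lower at an unadjusted p below 0.05 of that test, which asks for more than a change.

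Across the 6 comparisons that each left out a mouse, from 1 to 42 genes were higher and from 0 to 4 lower over 2-fold, and from 1 to 421 were higher and from 0 to 22 lower at any fold. The highest counts of genes higher came without HETStra8 mouse 3, and the next were 5 over 2-fold and 10 at any fold, without HETStra8 mouse 1. The log2 fold change of Sel1l stayed between −1.13 and −1.01, and its adjusted p rose above 0.01 without KOStra8 mouse 2 and without KOStra8 mouse 3, where 0 genes were lower, with 81 and 74 lower over 2-fold at an unadjusted p below 0.05, and fewer mice were tested. Ryr1 was called in all 6.

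Mice with the same number share no stated litter or batch, and their deviations from the group means had correlations of −0.060, −0.052 and 0.11, so the numbers do not pair the mice. With the replicate block the 4 counts were 4, 1, 31 and 1, and with the block and the GC and length correction 1, 1, 5 and 1. With the block the adjusted p of the ERAD list was 0.0703, and 0.0691 with the correction as well.

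Among the alternatives added later, the likelihood ratio test gave 11, 4, 58 and 8 genes, the exact test 9, 3, 56 and 6, and the exact test at an unadjusted p below 0.01 gave 99, 32, 632 and 190. An unadjusted p below 0.05 gave 172, 65, 1530 and 1100. edgeR with the GC and length correction at an unadjusted p below 0.01 gave 27, 16, 236 and 199. DESeq2 with that correction gave 1, 2, 50 and 27, and at an unadjusted p below 0.01 35, 30, 300 and 256. With that correction and a mouse left out in turn, edgeR gave from 1 to 3 genes higher and from 1 to 4 lower over 2-fold, and from 2 to 107 higher and from 1 to 36 lower at any fold, the highest of the last pair without HETStra8 mouse 3; without HETStra8 mouse 1 there were 7 higher at any fold. The cause of these shifts was not tested.

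The UPR, ER chaperone and DNA replication lists stayed above an adjusted p of 0.05 under every alternative tried. The ERAD list, at 0.0330, was at 0.0930 with fry, 0.395 with an estimated correlation, 0.109 with fry after the GC and length correction, 0.115 without Sel1l and 0.146 without Sel1l with fry. Across the comparisons that each left out a mouse it lay between 0.0298 and 0.144. The meiosis and chromosome segregation list, at 7.9e-09, was at 0.146 with fry, with or without Sel1l in the other lists, 0.395 with an estimated correlation and 0.118 with fry after the correction; it was below 0.05 under the remaining alternatives. fry and the estimated correlation take the correlation between the genes of a list from these 6 libraries, and the cause of the change in calls was not tested further. Of Reactome's sets, 4 higher and 111 lower as reported, fry called 0 in both directions, with 54 at an unadjusted p below 0.05, and camera after the correction called 0 higher and 127 lower, with 245 at an unadjusted p below 0.05. The numbers of genes of the 5 lists that passed, over all genes or adjusted over the list alone, moved by more than 1.5 times in 43 instances and by less in 91, counting each list and number under each alternative that could change it. For the meiosis list they ranged from 0 to 25 and from 13 to 47 across the comparisons that each left out a mouse, the highest without HETStra8 mouse 3.

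Across the alternatives 39 genes were followed besides Sel1l, those given by the rule for naming genes and the 5 that the Potefam3C primers match, without the genes named after their values were seen. Of these 39 genes, the log2 fold changes of 6 with small effects changed sign after the GC and length correction, without and with the block respectively: Syvn1 (0.084 and 0.083), Os9 (0.011 and 0.0080), Dnajb9 (−0.11 and −0.11), Canx (−0.036 and −0.036), Atf4 (0.083 and 0.085) and Xbp1 (0.035 and 0.036). Stra8 was at 0.0091 with both. Across the comparisons that each left out a mouse, the ranges crossed 0 for Eif2ak3 (−0.10 to 0.31), Atf6 (−0.093 to 0.074), Atf4 (−0.10 to 0.022), Ddit3 (−0.17 to 0.083), Xbp1 (−0.16 to 0.10), Vim (−0.14 to 0.0086) and Stra8 (−0.21 to 0.030). Counting each gene under each alternative except those added later, 25 values reversed, 21 newly passed the cutoff, 9 no longer passed it and 520 kept their direction and side. Of the alternatives added later, DESeq2 with the GC and length correction reversed the same 6 genes as edgeR with it, and that correction with a mouse left out reversed further small effects, such as that of P4hb without HETStra8 mouse 1 (0.0064).

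The value of Wdr49, a gene with few counts, was less certain. At 0.598 CPM in HETStra8 testes, the SE of its log2 fold change was 0.494, against 0.0617 for Hspa5. Wdr49 was counted 33, 20 and 5 times in HETStra8 mice 1 to 3, so depth and the spread between mice were not separated.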

Differences from the paper's values

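The alternatives named as added were chosen only after the results were seen, and all others were set before the data were examined.

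The paper reports 69 genes upregulated over 2-fold at an adjusted p below 0.01, and here 1 gene was higher over 2-fold at that cutoff. An unadjusted p below 0.01 gave 64 genes with edgeR and 72 with DESeq2, both within 1.5 times of the paper's value. The exact test at an unadjusted p below 0.01, added after seeing the values, gave 99. With the GC and length correction, edgeR at an unadjusted p gave 27 and DESeq2 at an unadjusted p 35, both added after seeing the values. The other alternatives did not come within 1.5 times of it: no filter gave 22, DESeq2 at the adjusted p 5, the comparison without HETStra8 mouse 3 gave 42, and the rest of those set before the data were examined gave between 0 and 5.

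The paper reports 28 downregulated genes under the same cutoffs, and here 1 gene was lower. DESeq2 at an unadjusted p below 0.01 gave 30. DESeq2 at an unadjusted p with the GC and length correction, added after seeing the values, also gave 30, and the exact test at an unadjusted p, added after seeing the values, gave 32. Of the other alternatives set before the data were examined, an unadjusted p below 0.01 with edgeR gave 18 (16 with the GC and length correction, added after seeing the values), no filter gave 17, and the rest gave between 0 and 4.

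In Fig. 7A the paper's −log10 p of Ryr1 is about 27, read by eye, and the value here was 7.49. DESeq2 gave 27.2, no filter gave 41.3, and the other alternatives set before the data were examined gave between 6.02 and 9.95. The x axis of that panel is labelled SPKO/WT, while the libraries are those of KOStra8 and HETStra8 mice. The likelihood ratio test gave 23.6, the exact test 23.5 and DESeq2 with the GC and length correction 37.4, all added after seeing the values.

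The paper's −log10 p of Sel1l is about 20 in Fig. 7A, read by eye, and the value here was 7.25. DESeq2 gave 19.5 and no filter gave 21.7, and the other alternatives set before the data were examined gave between 5.79 and 8.00. The likelihood ratio test and the exact test gave 17.5 each and DESeq2 with the GC and length correction 23.6, all added after seeing the values.

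Fig. 7A marks A1cf, Tex15, Sycp2, Phip, Wdr49, Apoc1, Mef2b and Slc38a1 as regulated along with Ryr1. Of these 9 genes, 1 passed the adjusted p and the fold here, and 7 passed an unadjusted p below 0.01 and the fold. That 7 fell to between 3 and 6 with each mouse left out in turn. Without a filter, where edgeR's test was more liberal for genes such as Sel1l, 7 of the 9 passed the adjusted p, the exceptions being Tex15 and Sycp2. DESeq2 and the replicate block called 2 of the 9, Ryr1 and Phip, and so did the likelihood ratio and exact tests, added after seeing the values. DESeq2 gave no adjusted p for A1cf, Wdr49, Apoc1, Mef2b and Slc38a1, so that 5 of the 7 genes it did not call could not pass. Without HETStra8 mouse 3, 4 of the 9 passed: Ryr1, Tex15, Sycp2 and Phip. At an unadjusted p below 0.01 DESeq2 called 8 of the 9, all but Sycp2, and so did the exact test, added after seeing the values. With the GC and length correction, edgeR and DESeq2 at an unadjusted p below 0.01, also added after seeing the values, each called 3: Ryr1, Apoc1 and Slc38a1.

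Fig. 7B lists DNA replication among the regulated pathways, and the list of 54 DNA replication genes here had a camera adjusted p of 0.313, between 0.0904 and 0.579 across its alternatives. The paper ran its pathway analysis with ClusterProfiler, while camera tested a list chosen here against all tested genes. These are unlike tests on unlike lists, so the values do not contradict each other.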

Other observations

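Tests on the GC trend in DESeq2's calls and in the meiosis list, and the splits for GC content, for the gene lists, for calls at any fold and for an unadjusted p, and the ratios for neighbouring tissues, were chosen only after the results were seen; the tests on gene length, on the GC trend in the 4 called genes, on other tissues, on germ cell stages and on splits for calls over 2-fold were planned.

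The fold changes followed GC content across genes (Spearman rho −0.46), and not transcript length (0.0215). In the fifth of the genes with the lowest GC content the median log2 fold change was 0.21, and in the fifth with the highest it was −0.14. The trend was not only between the groups, since HETStra8 mouse 1 against HETStra8 mouse 3 gave a rho of −0.30. Of the 10 splits of the 6 mice, 1, the real one, gave as strong a correlation with GC content, and the next gave 0.383. An exact permutation test on the libraries' GC trend gave p = 0.1, the smallest possible, so that a technical trend and one set by the genotype cannot be told apart.

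The GC trend is argued against as the source of the calls taken together, because 3 of the 4 called genes were called after the correction for GC content and transcript length. The absence of a trend with length, at 0.0215, argues against length in the same way. DESeq2's calls divided: 121 genes were called higher, with a median GC content of 40.4% against 48.8% in all tested genes. Of these, 81 lost their call after the correction, which the trend as their source would give, and 40 kept it. In the other direction 11 genes were called lower, with a median GC content of 51.3%, and 7 kept their call. After the correction 50 genes were called higher and 27 lower.

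The number of genes past the adjusted cutoffs did not set the real groups apart. Of the 10 splits of the 6 mice into 3 and 3, 6 gave as many genes over 2-fold and 5 gave as many at any fold, the real split included, with at most 9 in another split. At an unadjusted p below 0.001 the real split gave 150 genes and the next 55, so that 1 of the 10 gave as many. With 10 splits no share can fall under 0.1.

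The meiosis and chromosome segregation list stayed at a camera adjusted p of 3.4e-05 after the correction for GC content and transcript length, which argues against that trend as its whole source. Its median fell from 0.22 to 0.10, so that part of the rise may come from the trend. As the mean of its genes relative to all 6 mice on the log2 scale, the list was at −0.25, −0.18 and 0.045 in HETStra8 mice 1 to 3 and at 0.15, 0.074 and 0.17 in KOStra8 mice 1 to 3, so that HETStra8 mouse 3 lay closer to the KOStra8 mice. With each mouse left out in turn the median lay between 0.16 and 0.33, the highest without HETStra8 mouse 3. Of the 10 splits, 1 gave as small a camera p for this list and 1 for the ERAD list, the real one each time. For the meiosis list the unadjusted camera p was 1.6e-09 in the real split and as small as 2.5e-08 in another, and for the ERAD list 0.0132 and 0.0578, so that a p nearly as small for the meiosis list also came from a mixed grouping. For the UPR list 5, for the ER chaperones 5 and for DNA replication 3 of the 10 splits gave as small a p.

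Marker lists gave a mixed picture of the cells in these testes. Leptotene and zygotene spermatocytes had a median log2 fold change of 0.40 (camera adjusted p = 0.0118, fry 0.483), with 9 of 12 genes higher. On the same scale this list was at −0.35, −0.24 and 0.12 in HETStra8 mice 1 to 3 and at 0.14, 0.14 and 0.20 in KOStra8 mice 1 to 3, so that its median rests largely on HETStra8 mice 1 and 2. Of these 12 genes, all of which passed the filter, 8 are also in the meiosis and chromosome segregation list, so the lists are not independent. After the correction for GC content and transcript length the median was 0.08 and the camera adjusted p 0.150, so a larger share of these cells and the GC trend cannot be told apart. Macrophages had a median of −0.36 (0.00938, fry 0.480; 0.00588 corrected) with 1 of 9 genes higher, and Sertoli cells −0.16 (0.0118, fry 0.0798; 0.115 corrected) with 1 of 11 higher. Leydig cells had a median of −0.30 (0.0808), elongating spermatids −0.08 (0.0891), endothelial cells −0.24 (0.159) and peritubular myoid cells −0.15 (0.267). Undifferentiated and differentiating spermatogonia had medians of −0.15 (0.998) and −0.07 (0.267), pachytene and diplotene spermatocytes −0.03 (0.998) and round spermatids −0.05 (0.564). The spread between libraries was also large for Leydig cells, where HETStra8 mouse 1 was highest.

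Lists of neighbouring tissues did not separate the groups: the medians and camera adjusted p were −0.01 (0.998) for the 3 tested epididymis genes, −0.31 (0.448) for the 2 tested of seminal vesicle, −0.22 (0.774) for skeletal muscle, 0.22 (0.643) for adipose tissue and −0.21 (0.305) for blood. Counts of the adipose list summed to 1444 in KOStra8 mouse 1, and to between 309 and 758 in the other mice, with 6 of the 7 genes of that list past the filter in testis, so that a trace of fat in that library is possible. In KOStra8 testes Fabp4 was at 5.21 ± 7.59 CPM and Cfd at 3.19 ± 5.27 CPM (SD, n = 3), while Plin1 was at 3.95 ± 1.80 CPM (SD, n = 3). The summed CPM of the epididymis, seminal vesicle and adipose lists had log2 ratios of −0.042, −0.23 and 0.25, against −1.07 for Sel1l, the 1 gene lower over 2-fold. Sel1l is the targeted gene, whose fall the design sets, so these ratios do not test carried-over tissue as a source of other changes. Skeletal muscle, of whose 11 genes 5 passed the filter, is argued against as the source of Ryr1: Acta1, Ckm, Mylpf and Tnnt3 together were at 2.14 ± 0.628 CPM (SD, n = 3) in HETStra8 and 2.13 ± 0.428 CPM (SD, n = 3) in KOStra8 testes, a log2 ratio of −0.0072.

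Transcripts of proteins that the paper measures elsewhere in the testis, and of Stra8, whose promoter drives the Cre, had small changes. The log2 fold changes were −0.06 for Syvn1, which encodes HRD1, −0.13 for Os9, −0.18 for Bsg, which encodes CD147, 0.21 for Ddx4, −0.05 for Vim and −0.07 for Stra8, with adjusted p-values between 0.360 for Bsg and 0.888 for Stra8 in edgeR's quasi-likelihood test. The signs of Syvn1 and Os9 changed after the GC and length correction, to 0.084 and 0.011, and the value of Ddx4 fell to 0.11. Without HETStra8 mouse 1 the log2 fold change of Ddx4 was 0.093. Without HETStra8 mouse 3 it was 0.34 (adjusted p = 0.0187 in edgeR's test).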
